# miR-181b targets semaphorin 3A to mediate TGF-β–induced endothelial-mesenchymal transition related to atrial fibrillation

**DOI:** 10.1172/JCI142548

**Published:** 2022-07-01

**Authors:** Ying-Ju Lai, Feng-Chun Tsai, Gwo-Jyh Chang, Shang-Hung Chang, Chung-Chi Huang, Wei-Jan Chen, Yung-Hsin Yeh

**Keywords:** Cardiology, Endothelial cells, Fibrosis, Heart failure

## Abstract

Atrial fibrosis is an essential contributor to atrial fibrillation (AF). It remains unclear whether atrial endocardial endothelial cells (AEECs) that undergo endothelial-mesenchymal transition (EndMT) are among the sources of atrial fibroblasts. We studied human atria, TGF-β–treated human AEECs, cardiac-specific TGF-β–transgenic mice, and heart failure rabbits to identify the underlying mechanism of EndMT in atrial fibrosis. Using isolated AEECs, we found that miR-181b was induced in TGF-β–treated AEECs, which decreased semaphorin 3A (Sema3A) and increased EndMT markers, and these effects could be reversed by a miR-181b antagomir. Experiments in which Sema3A was increased by a peptide or decreased by a siRNA in AEECs revealed a mechanistic link between Sema3A and LIM-kinase 1/phosphorylated cofilin (LIMK/p-cofilin) signaling and suggested that Sema3A is upstream of LIMK in regulating actin remodeling through p-cofilin. Administration of the miR-181b antagomir or recombinant Sema3A to TGF-β–transgenic mice evoked increased Sema3A, reduced EndMT markers, and significantly decreased atrial fibrosis and AF vulnerability. Our study provides a mechanistic link between the induction of EndMT by TGF-β via miR-181b/Sema3A/LIMK/p-cofilin signaling to atrial fibrosis. Blocking miR-181b and increasing Sema3A are potential strategies for AF therapeutic intervention.

## Introduction

Atrial fibrillation (AF) is the most common sustained arrhythmia and results in increased morbidity and mortality. Rhythm control in persistent long-term AF, which is characterized by severe atrial myocyte remodeling and atrial fibrosis (1), is difficult to achieve with either antiarrhythmic drugs or catheter ablation. Atrial fibrosis contributes to the maintenance of AF and is among the important factors that make AF refractory to rhythm control (2, 3). Various stimuli provoke atrial fibrosis, including heart failure (HF), diabetes, vigorous exercise, and hypertension, by increasing the systemic or paracrine expression of profibrotic mediators, such as TGF-β (4). The well-characterized transcriptional program by which TGF-β induces epithelial-mesenchymal transition (EMT) is coordinated primarily by the SMAD2/3-dependent upregulation of the transcription factors Snail, Slug, and Twist (5, 6). In cardiac fibrosis, endothelial cells (ECs) can acquire a mesenchymal phenotype and express typical markers of myofibroblast differentiation, such as smooth muscle α actin (SMA), vimentin, and collagens (7). Moreover, the expression of SMA, a widely characterized cytoskeletal protein, is the hallmark of myofibroblast differentiation. TGF-β1 stimulates SMA expression and incorporation into stress fibers, thus increasing the myofibroblast contractile force in tissue remodeling (8, 9). Treatments for AF aim to prevent the formation and worsening of atrial fibrosis. TGF-β is an important mediator of atrial fibrosis in AF genesis (10). Previously, we showed that TGF-β causes atrial fibrosis mediated by oxidative stress in cardiac-specific TGF-β–transgenic mice (11).

Endothelial-mesenchymal transition (EndMT) is a transcriptional program that downregulates the expression of endothelial genes and upregulates the expression of mesenchymal genes. Through this process, ECs transdifferentiate into mesenchymal cells during embryogenesis and in several pathological conditions, such as cardiac fibroelastosis (12), venous graft remodeling (13), and pulmonary artery hypertension (14). Endocardial ECs can transdifferentiate into fibroblasts via EndMT and contribute to extracellular matrix deposition (7, 12, 15–19). Cardiac ECs can directly and indirectly influence cardiac function (1). Atrial endocardial endothelial cells (AEECs) line the inner surface of atria and may influence atrial function. The dysfunction of AEECs can lead to atrial thrombogenesis and increase the risk of embolic stroke (20). There is evidence for AEEC dysfunction resulting from reduced nitric oxide levels, upregulated prothrombotic factors, and downregulated antithrombotic factors (21). It was recently reported that AF is associated with EndMT in human atria (22). However, the underlying mechanism is unknown, and it is unclear whether EndMT contributes to atrial fibrosis and arrhythmogenesis in AF. In this study, we isolated AEECs and investigated how cells of the endocardial endothelium may transdifferentiate into mesenchymal cells via EndMT and contribute to atrial fibrosis.

## Results

### Subendocardial fibrosis is a marker of AF and HF.

To investigate the subendocardial fibrosis patterns under normal and AF conditions, we examined atria from patients with chronic AF (Table 1) and found a significant increase in subendocardial fibrosis by trichrome staining compared with atria from patients with sinus rhythm (SR) (Figure 1A). We further established a rabbit model of HF using ventricular pacing as previously described (23). Consistently, subendocardial fibrosis was significantly thicker in the tachypacing-induced HF group than in the sham-treated group (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI142548DS1). CD31 (platelet–endothelial cell adhesion molecule [PECAM]) serves as an EC marker, whereas Twist, SMA, Snail, Slug, and vimentin are markers of TGF-β–induced EndMT (7, 13, 16, 23). We used double-IHC to evaluate subendocardial EndMT. Colocalization of CD31 with SMA, Twist, Snail, Slug, and vimentin was significantly increased in the atrial subendocardium of patients with AF (Figure 1, B–F), and increased colocalization of CD31 with SMA and Twist was observed in the HF rabbit model (Supplemental Figure 1, B and C). The coexpression of SMA, Twist Snail, Slug, and vimentin was significantly increased in AF atria, suggesting that EndMT may be involved in the development of subendocardial fibrosis.

### TGF-β induces miR-181b expression and reduces semaphorin 3A expression in human AEECs.

We prepared primary cultures of AEECs from human atrial appendages to elucidate the mechanism of TGF-β–induced EndMT and subendocardial fibrosis. The protocol for AEEC isolation is shown in Supplemental Figure 2A. We used the EC-specific markers CD31 and eNOS to characterize the AEECs (Supplemental Figure 2B). CD31 and eNOS were downregulated at passage 4 (Supplemental Figure 2C), so we used AEECs before passage 4 in subsequent experiments. Immunocytochemical staining showed that SMA was upregulated in TGF-β–treated AEECs (Figure 2A). Western blot analysis revealed that TGF-β treatment of AEECs increased SMA expression, but CD31 and eNOS levels did not change significantly (Figure 2B). Since eNOS is also expressed in nonendothelial tissues, such as cardiac myocytes (5, 24), CD31 was used as an EC-specific marker throughout this study. We then performed Human Transcriptome Array 2.0 and principal component analysis (PCA) (Supplemental Figure 3A) to screen for genes with altered expression profiles in AEECs treated with or without TGF-β. This analysis identified miR-181b as the most upregulated miRNA in TGF-β–treated AEECs (Figure 2C). Human umbilical vein endothelial cells (HUVECs) have been used as an in vitro model of EndMT (25), so we compared the responses of AEECs and HUVECs to TGF-β and verified the upregulation of miR-181a and miR-181b by quantitative real-time PCR (qRT-PCR) (Figure 2D). With the gene list from the array data (Supplemental Table 1), we explored candidate genes targeted by miR-181b with a miRNA target prediction program (TargetScan algorithm) and predicted potential miR-181b binding sites in the 3′-UTR of the top 10 genes downregulated in response to TGF-β and related to miR-181b. ; these 10 genes are labeled in the heatmap in Figure 2E, and the fold change in expression of these genes is shown in Supplemental Figure 3B. Of these 10 genes, we selected semaphorin 3A (Sema3A) as the most promising potential target of miR-181b in mediating EndMT. Transfection of miR-181b mimics (mimic-181b) into AEECs decreased Sema3A expression but not hepatocyte growth factor (HGF) compared with transfection of scrambled mimics (Figure 2F). Using bioinformatics matching analysis, we predicted that miR-181b-3p (7 nt) binds to the conserved sequence 5′-UCAGUGA-3′ (positions 6368–6374 in the human sequence) in the 3′-UTR of Sema3A mRNA (Supplemental Figure 3C). Consistently, qRT-PCR confirmed that Sema3A mRNA was downregulated in response to TGF-β (Figure 2G), suggesting that miR-181b upregulation and Sema3A downregulation might contribute to TGF-β–induced EndMT in AEECs.

### TGF-β induces miR-181b expression via SMAD2/3 signaling.

Studies have demonstrated abnormal miRNA expression in cardiac fibrosis development and EndMT progression (12, 26). TGF-β controls gene expression through SMAD proteins, which are known signal transducers and transcriptional modulators (27) but have not been shown to affect RNA processing. To evaluate whether TGF-β affects miR-181b expression at the transcriptional level, we examined the primary miR-181b gene transcript (pri-miR-181b), pre-miR-181b, and mature miR-181b after TGF-β treatment over time to observe miR-181b biogenesis in AEECs. We observed the induction of pri-mir-181b at 0.5 hours, pre-mir-181b at 2 hours, and mature miR-181b between 2 hours and 24 hours after TGF-β treatment (Figure 3A). In AEECs, TGF-β treatment increased miR-181b expression in a time- and concentration-dependent manner (Figure 3, A and B), suggesting that the induction of miR-181b by TGF-β occurs at the transcriptional level. We then assessed whether SMAD3, a key TGF-β mediator (27), has a direct effect on the upregulation of miR-181b by TGF-β. To begin, we subcloned a plasmid to monitor the TGF-β–driven transactivation of a miR-181b–specific reporter (MLP-luc). Bioinformatic analysis identified 2 putative SMAD3-binding elements (SBEs) (–1091 to –1085 and –404 to –399) (11) in the miR-181b promoter region. Mutational analyses confirmed that miR-181b transcription induced by TGF-β/SMAD signaling was evident only when the promoter constructs contained SBE1 and SBE2 (Figure 3C). Transient transfection studies showed increased miR-181b promoter activity in TGF-β–treated AEECs, and this effect was reversed by SD-208 (a TGF-β/SMAD3 signaling inhibitor; Figure 3C). Furthermore, siRNA-mediated SMAD3 knockdown blocked TGF-β–induced miR-181b transcription (Figure 3D), indicating crucial roles for miR-181b and a SMAD3-dependent pathway in the effects of TGF-β. The knockdown efficiency of SMAD3 siRNA was confirmed by decreased SMAD3 expression in siRNA-transfected AEECs (Supplemental Figure 4). These results demonstrated that TGF-β/SMAD signaling mediates miR-181b transcriptional activity and may be involved in EndMT progression.

### miR-181b targets Sema3A to mediate TGF-β–induced EndMT.

TGF-β–induced EndMT, which is involved in cardiac fibrosis (2, 7, 28), is a complex process, whereby ECs adopt a mesenchymal phenotype and express mesenchymal cell markers, such as SMA and Twist (28); however, this process has not, to our knowledge, been evaluated in AEECs. We first evaluated whether miR-181b and Sema3A, a secreted glycoprotein that is crucial for embryonic heart development (29), are associated with TGF-β–induced EndMT. Time-course experiments in TGF-β–treated AEECs revealed that Sema3A levels decreased beginning at 2 hours, SMA levels increased from 2 hours to 48 hours, Twist levels increased from 2 hours to 8 hours, Snail levels increased to a peak at 2 hours, p-vimentin (Ser56 and Ser83) levels increased from 2 hours to 8 hours, and then we observed that mRNA and protein levels of vimentin and Slug increased from 24 hours to 48 hours (Figure 4A and Supplemental Figure 5, A and B). Furthermore, TGF-β treatment increased the expression of mesenchymal markers (SMA and Twist) and decreased Sema3A expression in a somewhat concentration-dependent manner (Figure 4B and Supplemental Figure 5C). In subsequent experiments, we evaluated relative protein expression levels in cells treated with 5 ng/mL TGF-β for 8 hours. Full-length Sema3A is initially synthesized as an inactive precursor of approximately 110 kDa that is processed into functional N-terminal and C-terminal fragments of 79 kDa and 37 kDa, respectively (30). Importantly, the 37 kDa fragment is less abundant than the 79 kDa fragment (30). Interestingly, when cells were treated with TGF-β, Western blotting showed that expression of both the 37 kDa and 79 kDa forms of Sema3A was significantly decreased. To further confirm the role of miR-181b/Sema3A in TGF-β–induced EndMT, we performed loss-of-function experiments using a miR-181b antagomir (antagomir-181b). Transfection of antagomir-181b into AEECs rescued Sema3A expression and prevented the upregulation of SMA and Twist in response to TGF-β (Figure 4C and Supplemental Figure 5D). We next subcloned luciferase reporter plasmids containing the WT Sema3A 3′-UTR, which harbors potential miR-181b–binding sites, or a version with mutated miR-181b–binding sites, to determine whether Sema3A is a direct target of miR-181b. We found that luciferase activity was significantly decreased in mimic-181b–transfected AEECs compared with scramble control–transfected cells, but this effect was reversed in the presence of the mutated Sema3A 3′-UTR (Figure 4D). To further confirm the direct effect of miR-181b on Sema3A, we performed target site blocker (TSB) experiments using custom-designed locked nucleic acid phosphorothioate oligonucleotides (QIAGEN) that bind to the Sema3A 3′-UTR to prevent miR-181b binding (Figure 4, E–G). Transfection of the TSB into AEECs specifically rescued the reduction in Sema3A mRNA and protein expression induced by treatment with TGF-β (Figure 4E) or the miR-181 mimic (Figure 4, F and G). Together, these data suggest that miR-181b is upregulated by TGF-β and then directly targets Sema3A mRNA, leading to decreased Sema3A protein levels in AEECs. In addition, Sema3A affects the cytoskeleton and cancer cell survival by negatively regulating LIMK/p-cofilin pathway–dependent actin polymerization (31). In loss-of-function experiments, we showed that siRNA-mediated Sema3A knockdown induced the expression of SMA, Twist, and LIMK in AEECs (Figure 4H). These results provide further evidence that Sema3A is directly targeted by miR-181b to regulate the LIMK/p-cofilin/SMA/Twist axis and may play a causative role in the progression of TGF-β–induced atrial EndMT.

### Sema3A regulates EndMT through LIMK/p-cofilin signaling and actin remodeling during lamellipodia formation.

The semaphorin family, including Sema3A, was shown in previous studies to mediate EMT (32). LIMK and cofilin are factors downstream of Sema3A (33). The LIMK/p-cofilin signaling pathway links the limited Sema3A signal to lamellipodia formation and mediates EMT via cytoskeletal actin remodeling in cancer cells (34–36). Furthermore, EndMT has been observed in the atrial tissue of patients with AF (22), but no detailed mechanism has been reported. Therefore, we hypothesized that the mechanistic link between the TGF-β–mediated decrease in Sema3A expression and the increase in LIMK/p-cofilin signaling plays an important role in EndMT associated with the pathogenesis of AF. The next experiments were designed to investigate whether LIMK/p-cofilin signaling, which is essential for cytoskeleton remodeling and filopodia formation, is influenced by TGF-β. Western blotting showed that TGF-β increased LIMK and p-cofilin levels in a concentration-dependent manner (Figure 5A). To determine whether Sema3A treatment can block LIMK/p-cofilin pathway–mediated actin assembly, we evaluated the effects of 0.01, 0.1, and 1 μg/mL recombinant Sema3A (rSema3A) on AEECs (Figure 5, B–D). Western blot analysis showed that TGF-β upregulated LIMK, p-cofilin, vimentin, Twist, SMA, Snail, Slug, and SM22α expression (Figure 5, B–D). Cotreatment of AEECs with 1 μg/mL rSema3A and 5 ng/mL TGF-β reduced LIMK, p-cofilin SMA, Twist, vimentin, Snail, Slug, and SM22α levels compared with treatment with TGF-β alone. Actin remodeling is essential during EndMT (37–39), in which cells acquire motility and invasive capabilities by developing actin-rich projections such as lamellipodia and filopodia (19). Immunocytochemistry showed that TGF-β increased Twist and p-cofilin levels and induced morphological protrusions of the cell membrane, indicating lamellipodia formation that was further supported by the detection of F-actin, thus providing evidence for actin remodeling and reorganization in AEECs (Figure 5, E and F). Furthermore, treatment with 1 μg/mL rSema3A inhibited the effects of TGF-β on Twist and p-cofilin expression to prevent lamellipodia formation (Figure 5, E and F). These data indicate that the inhibitory effect of rSema3A on Twist and actin remodeling is potentially mediated by LIMK/p-cofilin signaling, thus highlighting the crucial role of Sema3A in blocking TGF-β–induced EndMT via actin remodeling.

### Transgenic mice with cardiac-specific TGF-β overexpression develop atrial subendocardial fibrosis and AF.

TGF-β signaling plays an essential role in atrial fibrosis (2, 28). To ascertain the miRNA expression patterns in cardiac-specific TGF-β–transgenic mice, we conducted small RNA-Seq of atrial whole-tissue lysates. 

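Atrial tissue of 4 WT mice and 4 mice with cardiac-specific overexpression of TGF-β was lysed whole, so the RNA came from all its cell types. The small RNA of each mouse was sequenced as a separate library. The authors deposited the number of reads counted on each of 473 mature miRNAs of the mouse, without normalization, and the same table as RPM, the reads on a miRNA per 1000000 reads of the library. A mature miRNA is named after the arm of the hairpin from which it is cut, 5p or 3p. Each deposited RPM value equaled the read count divided by the total of the library over these 473 miRNAs, to within 0.211%, so RPM is relative to miRNA reads only. A count of 0 is written as 0.0001 RPM. Every miRNA listed had at least 30 reads summed over the 8 libraries, and 55 of the values, spread over 40 miRNAs, were 0. The counts of miR-1a-3p are written to 3 significant digits in 5 of the libraries. The paper's text does not name the trimming, the alignment or the treatment of reads that match several miRNAs, and refers to its Supplemental Methods.

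The libraries held between 1443075 and 9796723 reads counted on miRNAs, a 6.79-fold range, with a median of 4477727 in WT mice and 4680515 in TGF-β–transgenic mice. A single read corresponded to 0.102 RPM in the largest library and 0.693 RPM in the smallest. The 4 smallest libraries were those of WT mice 1 and 2 and transgenic mice 1 and 4, so that depth was split evenly between the genotypes. MiR-1a-3p, a miRNA of cardiomyocytes and the most abundant in the table, took 41.6% ± 3.94 (SD, n = 4 mice) of the reads in WT mice and 27.4% ± 2.74 (SD, n = 4) in transgenic mice. Since RPM is a share of the total, a smaller share for miR-1a-3p leaves a larger share for the other miRNAs. Between libraries of the same genotype the counts differed by a chi-square of 31.4 to 235 per degree of freedom, so none was a copy of another.

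Differences between genotypes were tested on the raw counts with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment, over the 369 miRNAs that passed edgeR's filter on low counts. TMM sets the scale of each library from the miRNAs that change least. The criterion stated in the legend of Fig. 6A was applied separately to the deposited RPM values.

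**Figure D1:**
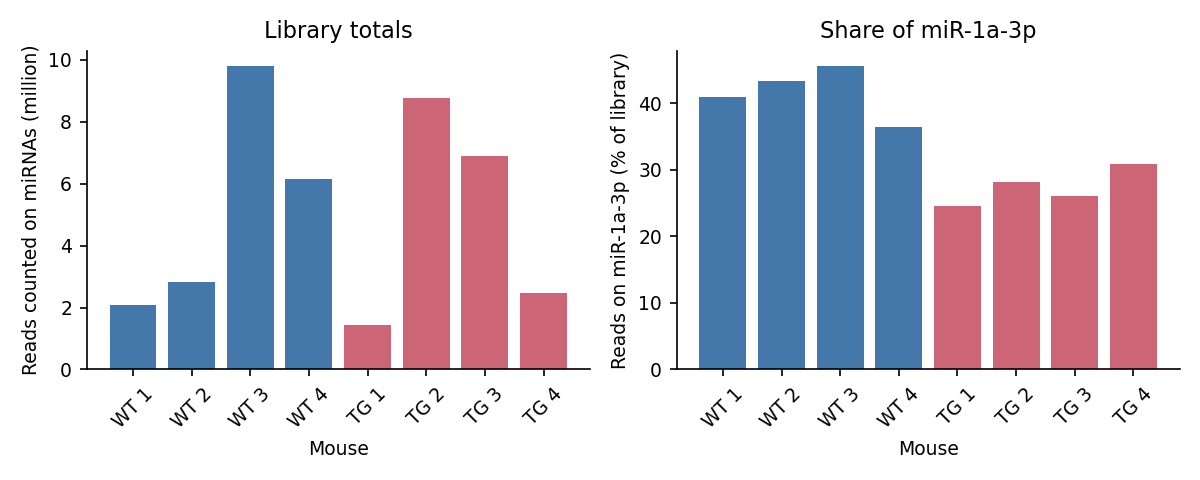
Left, reads counted on miRNAs in each library, in units of 1000000 reads, for WT mice 1 to 4 (blue) and TGF-β–transgenic (TG) mice 1 to 4 (red); each bar is 1 mouse. Right, the share of these reads on miR-1a-3p, in percent, which lies between 36.4% and 45.6% in the WT mice and between 24.6% and 30.9% in the transgenic mice.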

Differential expression analysis of the mapped miRNAs yielded 55 miRNAs that were significantly differentially regulated between WT mice and TGF-β–transgenic mice (*P <* 0.05; –2 < fold change > 2) (Figure 6A), and the detailed sequencing summary of the small RNA libraries in shown in Supplemental Table 2, with the PCA shown in Supplemental Figure 6A. 

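Applied to the deposited RPM of all 473 miRNAs, the criterion of Fig. 6A, a P value under 0.05 in the paper's stated test without adjustment for multiple tests and a ratio of the mean RPM over 2 in either direction, was met by 59 miRNAs. These included all 54 of the names in Fig. 6A that match 1 miRNA of the table. The remaining name, miR-181b-3p, matches 2 entries of the table, miR-181b-1-3p and miR-181b-2-3p, and miR-181b-2-3p met the criterion. The other 4 miRNAs that met it are not in Fig. 6A. Of the planned changes to this count, the Benjamini-Hochberg adjustment of the same P values moved it most, to 31 miRNAs.

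In the edgeR fit, 91 of the 369 tested miRNAs had an adjusted p under 0.05. Of the other fits set before the data were examined, that with a replicate block by mouse number lowered this count most, to 48, and scaling the libraries by their totals alone raised it most, to 146. All 88 of the called miRNAs that could be tested in both the 4 smaller and the 4 larger libraries changed in the same direction in both, although they had been called on the same 8 libraries, so this is no separate test of depth. In the TMM fit of all 8 mice, 43 miRNAs had an unadjusted p under 0.05 and a fold change over 2. Of the 54 matched miRNAs of Fig. 6A, 47 passed the filter on low counts, and 36 of these had an adjusted p under 0.05 in the direction shown in the figure. When the p-values were adjusted over these 47 alone, 44 passed, but the list was drawn from the same mice. None of the 47 changed in the direction opposite to Fig. 6A, and 25 had a fold change over 2 with TMM. Among the 54, 20 had a mean of under 10 RPM.

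**Figure D2:**
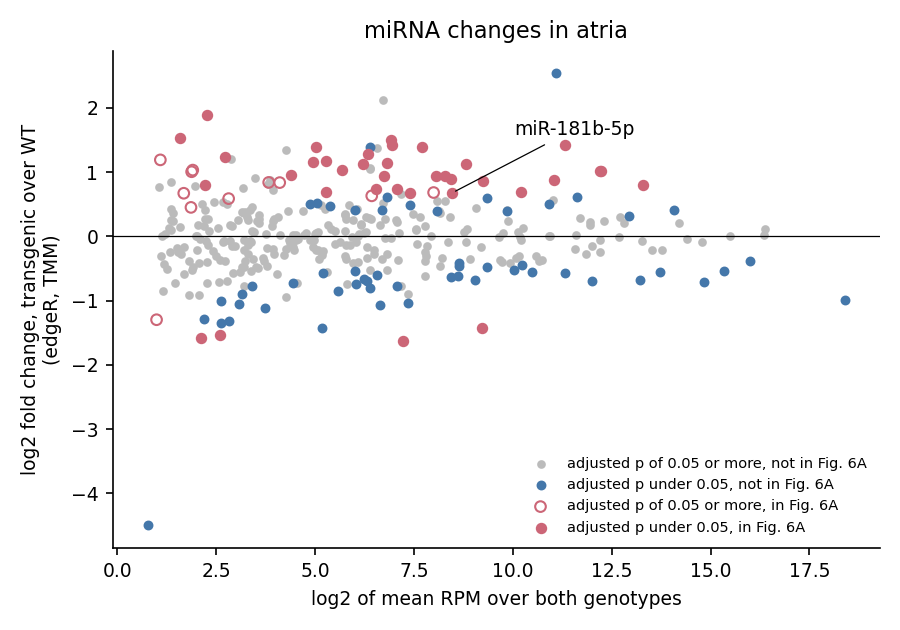
Log2 fold change of each of the 369 tested miRNAs between TGF-β–transgenic and WT mice with TMM scaling (vertical axis) against the log2 of its mean RPM (horizontal axis); each point is 1 miRNA, colored by its adjusted p from edgeR's quasi-likelihood test and by whether Fig. 6A lists it. The 11 open red circles are miRNAs of Fig. 6A with an adjusted p of 0.05 or more; scaling by library totals would raise the points, with their median at 0.38 in place of 0.01, so that small decreases become increases.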

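The 59 miRNAs that met the criterion of Fig. 6A on RPM were 49 with higher and 10 with lower values in TGF-β–transgenic mice. In the edgeR fit with TMM, the 91 miRNAs with an adjusted p under 0.05 were 48 with higher and 43 with lower values. With the libraries scaled by their totals alone, as RPM is, they were 132 and 14. That scaling placed the median log2 fold change of all tested miRNAs at 0.38, against 0.01 with TMM. With an unadjusted p under 0.05 and a fold change over 2, the edgeR fit gave 28 miRNAs with higher and 15 with lower values.

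Among the miRNAs with an adjusted p under 0.05 whose RPM did not overlap between the genotypes, miR-193b-3p had the largest increase, from 1.72 ± 0.510 RPM (SD, n = 4) in WT mice to 8.00 ± 2.18 RPM (SD, n = 4) in transgenic mice, with between 4 and 75 reads per library. Its log2 fold change was 1.89 with TMM (standard error 0.32, adjusted p = 0.0024 from edgeR) and 2.29 when scaled by library totals, as RPM is. The log2 fold changes of the miRNAs that follow are also with TMM unless stated, so they differ from the ratios of RPM. MiR-20b-5p followed with a log2 fold change of 1.53 (standard error 0.48), an adjusted p of 0.045 and as few as 1 read per library. The next 3 were more abundant. MiR-204-5p, at 22750610 to 22750631 on chromosome 19 of GRCm38, rose from 52.2 ± 14.0 to 189 ± 13.5 RPM (SD, n = 4 per genotype), with a log2 fold change of 1.50 (standard error 0.17, adjusted p = 3.2e-04 from edgeR). MiR-214-3p rose from 54.0 ± 8.51 to 191 ± 75.0 RPM, with a log2 fold change of 1.42 (standard error 0.25) and 303 RPM in transgenic mouse 1. MiR-199a-5p, at 162217844 to 162217866 on chromosome 1, rose from 1159 ± 239 to 3998 ± 442 RPM, also with a log2 fold change of 1.42 (standard error 0.13).

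The largest decrease was that of miR-483-5p, which had between 7 and 35 reads in each WT mouse and at most 2 in each transgenic mouse and was thus at least 3.11-fold lower against a floor of 3 counts. MiR-542-3p, at 53049415 to 53049436 on chromosome X, fell from 208 ± 85.8 to 91.0 ± 26.3 RPM. Its log2 fold change was -1.62 with TMM (standard error 0.33, adjusted p = 0.0055 from edgeR) and -1.21 when scaled by library totals. MiR-3058-5p, miR-582-3p and miR-381-3p had log2 fold changes of -1.57, -1.53 and -1.43 (standard errors 0.38, 0.29 and 0.20). The first 2 were rare, with as few as 2 and 6 reads per library, against at least 559 for miR-381-3p. For miR-3058-5p the lowest WT mouse had 4.32 RPM and the highest transgenic mouse 4.04 RPM. The log2 fold change of miR-381-3p was -1.806 (standard error 0.265) in the 4 smaller libraries and -1.053 (standard error 0.236) in the 4 larger ones. With 2 mice per genotype in each set, depth cannot be told apart there from differences between mice. With each mouse left out in turn, 8 of these 10 miRNAs kept their direction and an adjusted p under 0.05 in all 8 fits. MiR-20b-5p kept its direction in the 6 fits in which it passed the filter on low counts and an adjusted p under 0.05 in 4 of them, and miR-483-5p kept both in the 4 fits in which it passed the filter. Under the other settings all 10 kept their direction wherever they passed the filter. MiR-20b-5p did not keep an adjusted p under 0.05 with a replicate block by mouse number. MiR-193b-3p, miR-20b-5p and miR-542-3p did not keep it with miR-451a, a miRNA of red blood cells, as a covariate, a setting chosen after seeing the data, with log2 fold changes of 1.50, 0.965 and -1.22. MiR-1a-3p fell from 415732 ± 39548 to 274526 ± 27338 RPM (SD, n = 4 per genotype). Its log2 fold change was -0.98 with TMM (standard error 0.12, adjusted p = 3.8e-04 from edgeR) and -0.60 when scaled by library totals (adjusted p = 0.0012). MiR-99a-5p and miR-148a-3p, the next in abundance, had log2 fold changes of 0.11 and 0.02 with TMM (adjusted p = 0.59 and 0.90 from edgeR) and of 0.48 and 0.39 when scaled by library totals (adjusted p = 0.031 and 0.015).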

Among these 55 differentially regulated miRNAs, 46 were found to be upregulated and 9 were downregulated in TGF-β–transgenic mice. The heatmap showed that miR-181b was substantially upregulated in TGF-β–transgenic mice compared with WT mice but was not the most highly expressed miRNA (Figure 6A). This finding may relate to the fact that the atrial tissues used for miRNA analysis contained only 12.2% ECs (40). 

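The table lists 3 mature products of miR-181b. MiR-181b-5p (AACAUUCAUUGCUGUCGGUGGGUU), which is cut from both of the mouse hairpins, is placed at 137966650 to 137966673 on the plus strand of chromosome 1 of GRCm38, within the hairpin Mir181b-1. That hairpin lies in an exon of the long noncoding RNA A430106G13Rik and in an intron of Gm4258. The hairpin Mir181b-2 lies at 38853830 to 38853918 on chromosome 2, in an intron of Nr6a1 on the opposite strand. MiR-181b-1-3p (CUCACUGAACAAUGAAUGCAA) and miR-181b-2-3p (CUCACUGAUCAAUGAAUGCAAA) each belong to a single hairpin.

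MiR-181b-5p was 229 ± 12.1 RPM (SD, n = 4) in WT mice and 475 ± 24.3 RPM (SD, n = 4) in TGF-β–transgenic mice. The WT mice had 216, 233, 224 and 244 RPM and the transgenic mice 448, 507, 471 and 474 RPM, in the order of their numbers. Every transgenic mouse was thus above every WT mouse (2-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The ratio of the mean RPM was 2.07. With TMM the log2 fold change was 0.67 (standard error 0.12, adjusted p = 0.0027 from edgeR), and with scaling by library totals it was 1.05. The change in the 4 smaller libraries, 0.64, differed from that in the 4 larger ones by 0.053 on the log2 scale, less than the standard error. By mean RPM in transgenic mice, miR-181b-5p ranked 76 of 473 miRNAs. By log2 fold change it ranked 53 of the 369 tested miRNAs and 33 of the 48 with an adjusted p under 0.05 and higher values.

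The 3p arms were rare. Each entry had between 3 and 31 reads per library. Their sum was 4.10 ± 0.879 RPM in WT mice and 5.92 ± 1.61 RPM in transgenic mice (SD, n = 4 per genotype; 2-sided exact permutation test, p = 0.0571), with a log2 fold change of 0.12 (standard error 0.27, adjusted p = 0.89 from edgeR). The 3p arms made up 1.77% ± 0.455 of the miR-181b reads in WT mice and 1.23% ± 0.330 in transgenic mice (SD, n = 4 per genotype). The genotypes overlapped, and a difference was not shown (2-sided exact permutation test, p = 0.114). With 4 mice per genotype, this does not show that the shares are alike. In single mice this share ranged from 0.886% in transgenic mouse 3 (Wilson 95% interval 0.618% to 1.27%) to 2.39% in WT mouse 1 (1.34% to 4.22%), where the intervals cover counting error only. MiR-181b-2-3p rose from 1.60 ± 0.479 to 3.63 ± 1.47 RPM without overlap (2-sided exact permutation test, p = 0.0286, n = 4 per genotype), but was too rare to pass the filter of the edgeR fit. Without a filter its log2 fold change was 0.85 (standard error 0.40, adjusted p = 0.156 from edgeR). MiR-181b-1-3p had 2.51 ± 1.23 and 2.29 ± 0.285 RPM, with a log2 fold change of -0.50 (standard error 0.38, adjusted p = 0.36 from edgeR), which was 0.01 with limma on log2(RPM + 0.1).

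Of the other 5p members of the family, miR-181a-5p had a log2 fold change of 0.51 (standard error 0.10, adjusted p = 0.0061 from edgeR), miR-181d-5p of 0.40 (standard error 0.12, adjusted p = 0.032) and miR-181c-5p of 0.27 (standard error 0.19, adjusted p = 0.31), and all 3 were higher under each scaling tried. From the heatmap, the paper states that miR-181b was upregulated without being the most highly expressed miRNA, and proposes that this relates to the small share of endothelial cells in the atrial tissue.

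**Figure D3:**
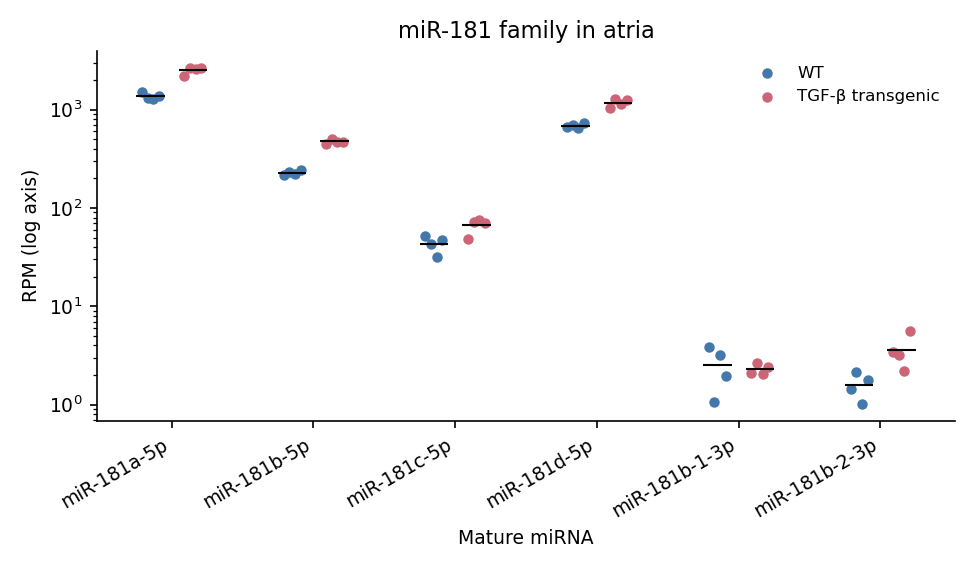
RPM (log axis) of 4 miR-181 5p members and both miR-181b 3p arms in WT (blue) and TGF-β–transgenic mice (red); each point is 1 mouse, placed from left to right by its number, and the lines are the means of 4 mice. MiR-181b-5p does not overlap between the genotypes, and both 3p arms lie under 6 RPM in every mouse.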

We then validated miR-181b expression in atrial tissue lysates from TGF-β–transgenic mice by qRT-PCR. As shown in Figure 6B, miR-181b expression was significantly increased in atria from TGF-β–transgenic mice, and miR-181b levels in atrial tissue were positively correlated with the TGF-β serum concentration (*P <* 0.002) (Figure 6C). To localize miR-181b expression in the atrial endocardium, we performed a specific RNA chromogenic in situ hybridization (CISH) assay for miR-181b with atrial tissue sections from TGF-β–transgenic mice and WT mice. Interestingly, we found that miR-181b was expressed at the edge of the atrial endothelium in TGF-β–transgenic mice and confirmed the location of miR-181b expression in atrial subendocardial fibrosis (Figure 6D). We evaluated the expression of EndMT markers in TGF-β–transgenic mice. Consistent with the in vitro findings, Twist and SMA expression levels were significantly increased in atria from TGF-β–transgenic mice compared with levels in atria from WT mice, whereas Sema3A expression was decreased (Figure 6, E–H; for quantification of the immunofluorescence results, see Supplemental Figure 7, A–C). Moreover, subendocardial fibrosis and AF inducibility were significantly increased in the transgenic mice (Supplemental Figure 6, B and C). These analyses of the atrial endocardium from TGF-β–transgenic mice compared with WT mice highlighted the critical role of Sema3A targeting by miR-181b in TGF-β–induced EndMT and the development of subendocardial fibrosis.

### Blocking miR-181b and increasing Sema3A reverse atrial subendocardial fibrosis, reduce EndMT markers, and decrease AF vulnerability in TGF-β–transgenic mice.

After showing that miR-181b targeted Sema3A to mediate TGF-β–induced EndMT and atrial subendocardial fibrosis in vitro and in vivo, we aimed to evaluate whether miR-181b or Sema3A is a potential therapeutic target for reducing atrial fibrosis and AF vulnerability. TGF-β–transgenic mice were treated with 3 μL (1 nmol/μL) antagomir-181b intravenously twice a week for 4 weeks (Figure 7A). Treatment with antagomir-181b reduced the degree of atrial fibrosis in TGF-β–transgenic mice compared with scramble control treatment (Figure 7B). Cardiac morphology in longitudinal sections from mice in the 3 groups and histological analysis of trichrome-stained atrial tissue demonstrated a difference in the amount of collagen deposition between the antagomir-181b– and scramble control–treated groups (Figure 7B). Quantification of subendocardial fibrosis thickness revealed significant differences among the 3 groups (Figure 7C). Notably, the increased miR-181b expression in TGF-β–transgenic mice was reversed by antagomir-181b treatment (Figure 7D). TGF-β–transgenic mice exhibited increased AF inducibility, but not duration, compared with WT littermates (Figure 7, E and F). Moreover, antagomir-181b treatment significantly reduced AF inducibility in TGF-β–transgenic mice compared with scramble control treatment (Figure 7, E and F). The TGF-β–transgenic mice were subjected to burst atrial pacing via a transesophageal approach (Supplemental Figure 8). Accordingly, we determined whether antagomir-181b treatment is effective at preventing EndMT in atria of TGF-β–transgenic mice. Antagomir-181b treatment reduced EndMT marker levels and reversed Sema3A protein levels, as detected by IHC (EndMT marker localization) and Western blotting (quantification of protein expression) (Figure 7, G and H, and Supplemental Figure 9). To further investigate the potential therapeutic effect of rSema3A on TGF-β–induced AF, we intravenously injected TGF-β–transgenic mice with rSema3A (1 mg/kg; refs. 41, 42) or PBS twice weekly for 4 weeks (Supplemental Figure 10A). The data revealed that rSema3A treatment decreased subendocardial fibrosis thickness and AF inducibility in TGF-β–transgenic mice (Supplemental Figure 10, B and C). Accordingly, we sought to determine whether Sema3A is effective at preventing EndMT in vivo. rSema3A administration significantly reduced EndMT marker levels, as determined by immunohistochemical analysis (Supplemental Figure 10, D–F). These results indicated that antagomir-181b and rSema3A can reduce the degree of atrial fibrosis and AF vulnerability by downregulating miR-181b.

### miR-181b overexpression and decreased Sema3A expression in atria are associated with AF.

We further evaluated miR-181b and Sema3A expression in atria of patients with AF. Atrial appendage specimens were acquired from patients with AF and patients with SR, and serum TGF-β concentrations were measured. We evaluated miR-181b expression in tissue scraped from atrial samples, and assessed Twist, SMA, and Sema3A expression levels in whole atrial tissue. We found that AF patients had increased serum TGF-β levels (Figure 8A) and miR-181b levels (Figure 8B). To localize miR-181b expression in the atrial endocardium, we performed a specific RNA CISH assay for miR-181b with atrial tissue sections from patients with AF or SR. This assay showed that miR-181b was expressed at the edge of the atrial endothelium in patients with AF and confirmed the location of miR-181b expression in atrial subendocardial fibrotic tissue (Figure 8C). Western blot analysis revealed the upregulation of Twist and SMA and the downregulation of Sema3A in patients with AF (Figure 8D). Consistent with the Western blot findings, Sema3A expression was significantly decreased in the atrial endocardium of patients with AF (Figure 8E) but that Twist and SMA levels were increased (Figure 1, B and C). Together, these results firmly established that miR-181b is involved in mediating TGF-β–induced EndMT and atrial subendocardial fibrosis through the disruption of Sema3A, which is physiologically significant in AF.

## Discussion

This study illustrates a mechanism linking miR-181b and Sema3A in a fundamental TGF-β–induced EndMT process and atrial subendocardial fibrosis. Altogether, our findings substantiate the involvement of miR-181b in mediating TGF-β–induced EndMT and atrial subendocardial fibrosis through the disruption of Sema3A, which is physiologically significant in AF. Moreover, our work indicated that the administration of miR-181b antagomir and rSema3A reversed atrial subendocardial fibrosis and reduced AF vulnerability in TGF-β–overexpressing mice. We identified miR-181b and Sema3A as mediators of EndMT and atrial fibrosis. The schema in Figure 9 shows the correlation between elevated miR-181b and reduced Sema3A with AF severity.

AF is frequently related to atrial fibrosis (2), and TGF-β is among the key profibrotic mediators (1, 5, 43, 44). AF may increase TGF-β expression in atrial myocytes. Previously, we showed that rapid electrical activation of cultured atrial myocytes induced TGF-β expression, and NADPH oxidase 2/4–dependent oxidative stress was identified as the underlying mechanism (45). These results were consistent in humans: AF was associated with TGF-β expression in the atrial myocardium of patients with chronic AF.

TGF-β is among the key mediators of EndMT/EMT via numerous signaling pathways in various physiologic and pathologic conditions (18, 19). Recently, Kato et al. observed EndMT in the atria of patients with AF (22). They found prominent fibrosis in the subendocardial region of AF atria, and the expression of EndMT markers, including Snail and S100A4, was associated with the severity of fibrosis. Nevertheless, they did not identify a detailed molecular mechanism for the involvement of EndMT in AF. Several studies have emphasized the role of interstitial fibrosis in AF initiation and the associated remodeling (46). In addition to the proinflammatory state, the profibrotic pathway is a highly plausible cause of arrhythmia recurrence. Substantial clinical and experimental evidence supports a central role for TGF-β, a profibrotic biomarker, in AF-related atrial fibrosis (2). Both SMAD2/3 and c-Jun N-terminal kinase are potential downstream effectors of TGF-β (47). The miR-181 family has causative roles in EMT and metastasis in various cancers. Taylor et al. showed that TGF-β increased miR-181a expression to promote breast cancer metastasis (48). Furthermore, miR-181b was shown to mediate TGF-β–induced EMT in lung cancer stem cells (49).

We showed that AF susceptibility induced by burst-pacing in cardiac-specific TGF-β–transgenic mice was significantly reduced by the intravenous administration of antagomir-181b, which decreased both subendocardial and interstitial fibrosis in atria; these reductions may contribute to its antiarrhythmic effect. Zheng et al. reported that miR-181b activates hepatic stellate cells via the PTEN/Akt pathway and therefore promotes hepatic fibrosis (50). Cardiac fibroblasts undergo several stages of differentiation, and better elaboration of these different states in the presence of miR-181b is required to elucidate the specific molecular mechanism of EndMT (51). Our study extends prior knowledge of the involvement of miR-181b in TGF-β–induced EndMT to the pathogenesis of atrial fibrosis and AF. We found that TGF-β upregulated miR-181b expression in atrial ECs in a SMAD3-dependent manner and that miR-181b played an essential role in EndMT. Furthermore, in WT and cardiac-specific TGF-β–transgenic mice, atrial miR-181b levels were positively correlated with serum TGF-β concentrations. Importantly, miR-181b levels in the atrial endocardium were higher in patients with AF than in those with SR. These observations suggest that miR-181b is a potential biomarker in AF. However, we did not clarify whether miR-181b levels are associated with AF itself or with the underlying atrial fibrosis. We speculate that one potential mechanism involves miRNA-containing exosomes (52). Notably, we found that AF susceptibility induced by burst-pacing in cardiac-specific TGF-β–transgenic mice was reduced by intravenous administration of antagomir-181b. This antagomir reduced both subendocardial and interstitial fibrosis in atria, and these reductions may contribute to its antiarrhythmic effect. Our study provides further documentation of the critical role of miR-181b in the development of atrial fibrosis and AF.

In this study, we showed that TGF-β promotes EndMT, contributing to fibrosis in AF atria, and determined that the Sema3A/LIMK/p-cofilin/actin axis was involved in EndMT/EMT. Actin remodeling is essential during EndMT (37–39), which is achieved when cell-cell adhesion is dissolved, the actin cytoskeleton remodels and projects lamellipodia, and cells acquire migratory capabilities (38). Dynamic actin remodeling and reorganization of the cytoskeleton facilitate invasive protrusions of the cell membrane, such as lamellipodia, and increase transitory cell migratory potential (37). The semaphorin family contains 21 genes, and the encoded proteins were initially described as axon guidance factors that regulate central nervous system development (32) and play roles in epithelial junctions, especially in cancer cells (53). Our study discovered that in AEECs, TGF-β and miR-181b downregulated Sema3A, leading to actin remodeling via the LIMK/p-cofilin pathway. Previous studies have reported that the Sema3A/LIMK/p-cofilin/actin axis is probably involved in EndMT/EMT. Overexpression of Sema3A inhibited cancer metastatic dissemination induced by antiangiogenic treatment in mice via the suppression of EMT (54). During EMT, tumor cells lose the epithelial marker E-cadherin and gain mesenchymal markers, such as Snail1 and vimentin, and these effects are abolished by the overexpression of Sema3A. Actin remodeling induced by Sema3A has been implicated as the underlying mechanism (32, 33, 55). Cofilin is a downstream target of LIMK, which acts to sever and depolymerize actin. The activation of p-cofilin and LIMK by TGF-β has been shown to mediate EMT by reorganizing the actin cytoskeleton and cell-cell adhesion in cancer cells (36). Binding of Rac1 by semaphorin receptor plexin A or B family members could inactivate p21-activated kinase, leading to dynamic actin remodeling through LIMK and cofilin (56). Moreover, Sema3A was shown to regulate the phosphorylation of cofilin by LIMK in nerve development (57). Our results showed that TGF-β induced cell membrane protrusions containing SMA, providing evidence of actin remodeling and reorganization. rSema3A decreased EndMT markers and rescued TGF-β–induced lamellipodia formation and actin remodeling. These results suggested that Sema3A depletion may contribute to TGF-β–induced EndMT via dynamic actin remodeling. Other semaphorins have been shown to participate in EMT, but with diverse effects. Sema3E, Sema4D, and Sema7A were shown to contribute to EMT (53, 58, 59), whereas Sema3B, Sema3F, and Sema5A inhibited EMT in cancer cells (53, 60, 61). Various studies have reported that Sema3C either facilitates or inhibits EMT (53, 62)

Twist is a marker of EndMT and EMT and promotes these processes. The ectopic expression of Twist results in the loss of E-cadherin–mediated cell-cell adhesion, activation of mesenchymal markers, dynamic remodeling of the cytoskeleton and actin, and increased cell migration ability (17). Consistent with the findings of previous studies, our results indicate that, in addition to the direct activation of EndMT/EMT-related proteins, the depletion of Sema3A by TGF-β and miR-181b negatively regulates LIMK/p-cofilin signaling and facilitates actin remodeling and reorganization, which are among the essential molecular processes of EndMT in AF. In addition, experiments in which Sema3A levels were increased with a peptide or decreased with siRNA in AEECs confirmed that Sema3A is upstream of Twist. In 2019, Li and colleagues identified the Neuropilin1 (*Nrp1*) gene as a direct transcriptional target gene of Twist through RNA-Seq and ChIP-Seq (63). NRP1 acts as a cell-surface receptor for Sema3A and affects cell survival and migration, which are essential for tumor progression and EMT (64). As a ligand, Sema3A binds to NRP1 and inhibits Twist transcription (63). However, there remain considerable unknowns regarding how Sema3A downregulation permits Twist upregulation, and future work is needed to confirm the mechanism.

Another possible explanation for subendocardial fibrosis is that subendocardial fibroblasts are activated by factors secreted from local endocardial ECs or myocytes in TGF-β–transgenic mice. In the TGF-β–transgenic mice in this study, TGF-β was produced and secreted from atrial myocytes rather than endocardial ECs. Our study did not exclude this as a likely cause of subendocardial fibrosis in AF. However, our study showed coexpression of CD31 and EndMT markers in regions of the subendocardium in TGF-β–transgenic mice, thus reducing the likelihood that it contributes to subendocardial fibrosis.

### Limitations and unanswered questions.

First, there were regional differences in the degree of EndMT and thickness of the subendocardial fibrosis in atria from patients with AF, tachypacing-induced HF rabbits, and TGF-β–transgenic mice. We did not evaluate or explain the regional differences in the atrium, and we obtained only left atrial appendage samples. Second, although we showed that neutralization of miR-181b attenuated atrial EndMT and atrial fibrosis, which was associated with reduced AF vulnerability, the degree to which EndMT contributes to subendocardial fibrosis and general atrial fibrosis is unclear. Third, since the proliferation of ECs may participate in the pathogenesis of subendocardial fibrosis, whether miR-181b/Sema3A signaling is also involved in EC proliferation is worthy of further study. Finally, our results suggested that AEECs were likely an important source of atrial fibroblasts that contributed to fibrosis via TGF-β–mediated EndMT. These results were limited, in that we did not further investigate the dynamic changes in EC markers during the different stages of EndMT or after this process was completed, nor did we examine the activation and proliferation of the mesenchymal cells and fibroblasts. Our study identifies a mechanistic link from the induction of EndMT by TGF-β via miR-181b/Sema3A signaling in AF. Much remains unknown regarding how AF-related endocardial mesenchymal transition differs from EndMT or endocardial fibroelastosis (EFE) of the ventricular endocardium, and future work is needed to confirm the mechanism.

### Conclusions.

AF and various underlying systemic diseases promote atrial fibrosis, which makes it difficult to achieve rhythm control in patients with long-duration AF. The sources of activated atrial fibroblasts that accumulate in AF remain largely unclear. This study illustrates a mechanism involving miR-181b and Sema3A in a fundamental TGF-β–induced EndMT process and atrial subendocardial fibrosis. Our work showed that the miR-181b antagomir reversed atrial subendocardial fibrosis and reduced AF vulnerability in TGF-β–transgenic mice. This study identified what we believe to be a previously unrecognized pathway, TGF-β/miR-181b/Sema3A/LIMK/p-cofilin, and characterized miR-181b and Sema3A as potential therapeutic targets for the treatment and prevention of AF.

## Methods

An expanded material and methods section is available in the Supplemental Methods. See complete unedited blots in the supplemental material. The sequences of miRNA, siRNA, and qRT-PCR are listed in Table 2.

### Statistics.

Statistical analyses were performed using GraphPad Prism 7.0.3 (GraphPad Software). A 2-tailed Student’s *t* test and 1-way ANOVA with post hoc (Bonferroni’s or Tukey’s) test were applied for comparisons of 2 groups and multiple groups, respectively. Fisher’s exact test was used to compare categorical variables between groups. A *P* value and confidence level of less than 0.05 (95% CI) were considered to indicate statistical significance. Unless otherwise noted, data represent the mean ± SEM. The original data files of the microarray and next-generation sequencing (NGS) data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE156835 and GSE201318; http://www.ncbi.nlm.gov/geo).

### Study approval.

Human atrial appendage samples were obtained from patients undergoing cardiac surgery. Informed consent was obtained from all participating patients. The study protocol was approved by the IRB of the Chang Gung Medical Foundation (IRB no. 104-2436A3), and the study was conducted in accordance with the principles of the Declaration of Helsinki. All animal study procedures and experiments were reviewed and approved by the IACUC of Chang Gung Memorial Hospital (IACUC approval nos. 2007100501 and 2016120805) and were in accordance with NIH guidelines for the care and use of animals. Housing and maintenance were provided by Chang Gung Memorial Hospital, and all animals were fed a standard chow diet with free access to water.

## Author contributions

YHY, WJC, and YJL had full access to all of the data in this study and take responsibility for the integrity of the data and the accuracy of the data analysis. YJL, FCT, WJC, and YHY conceptualized and designed the study. YHY, SHC, GJC, CCH, and YJL performed experiments and analyzed and interpreted the data. YJL and YHY wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
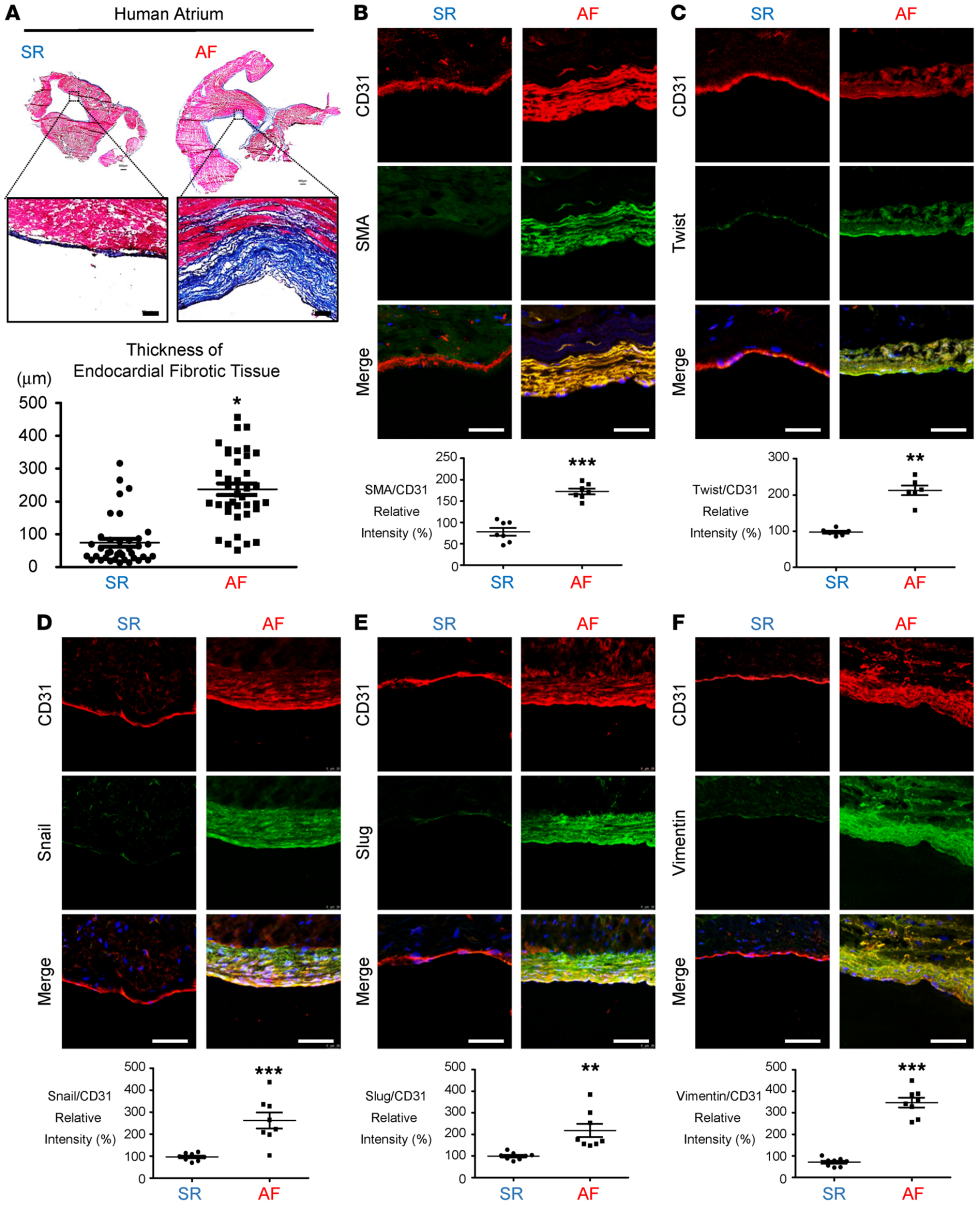
Histological analysis of atrial tissue. (**A**) Atrial appendage morphology and trichrome staining showed greater collagen (blue) deposition in endocardial tissue from patients with AF than in tissue from patients with SR. Scale bars: 100 μm. Original magnification: 500 μm. Plot shows quantitative analysis of endocardial fibrotic tissue thickness (*n =* 4). Immunohistochemical analysis of (**B**) SMA and CD31 and (**C**) Twist, (**D**) Snail, (**E**) Slug, (**F**) vimentin and CD31 in the endocardium layer. Scale bars: 50 μm. Quantitation of EndMT marker (CD31) expression in the endocardium (*n =* 8 per group). All data are presented as the mean ± SEM. (**A**–**F**) *P < 0.05, **P < 0.01, and ***P < 0.001 versus SR, by 2-tailed Student’s *t* test.

**Figure 2:**
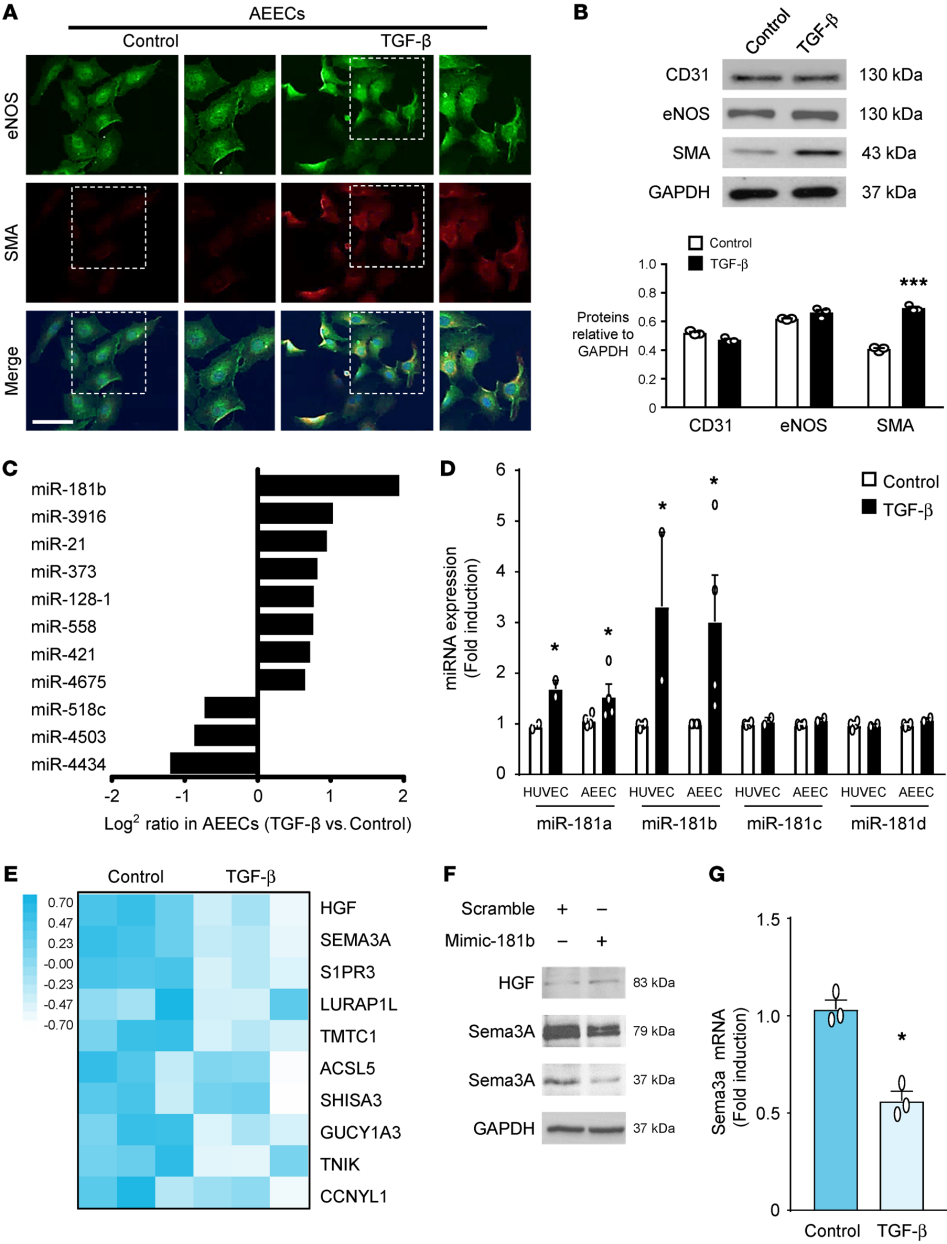
TGF-β induces EndMT and miR-181b expression and reduces Sema3A mRNA levels in human AEECs. (**A**) Localization of SMA (red) and eNOS (green) (nuclear staining with DAPI is shown in blue). Scale bar: 75 μm. (**B**) Quantitative analysis with normalization to GAPDH. ***P < 0.001 versus the untreated group, by 2-tailed Student’s *t* test (*n =* 3). Western blotting shows the protein expression levels in AEECs treated with or without TGF-β 5ng/ml. (**C**) miR-181b expression was significantly higher in AEECs treated with TGF-β. (**D**) miR-181 gene profiles, as determined by qRT-PCR, with U6 used as the loading control (*n =* 3). The white bars represent ECs without TGF-β treatment, and the black bars represent cells treated with TGF-β. *P < 0.05 versus the control group, by 2-tailed Student’s *t* test. (**E**) Heatmap shows the top 10 genes downregulated in response to TGF-β and related to miR-181b with a minimum change of 1.5-fold and *P* < 0.05, by 2-tailed Student’s *t* test between the control and TGF-β groups. (**F**) AEECs were transfected with the miR-181b mimic (mimic-181b) or the scrambled control. Representative immunoblot of HGF and Sema3A expression. (**G**) Representative Sema3A mRNA levels with GAPDH used as the loading control. *n =* 3. *P < 0.05 versus the untreated group, by 2-tailed Student’s *t* test.

**Figure 3:**
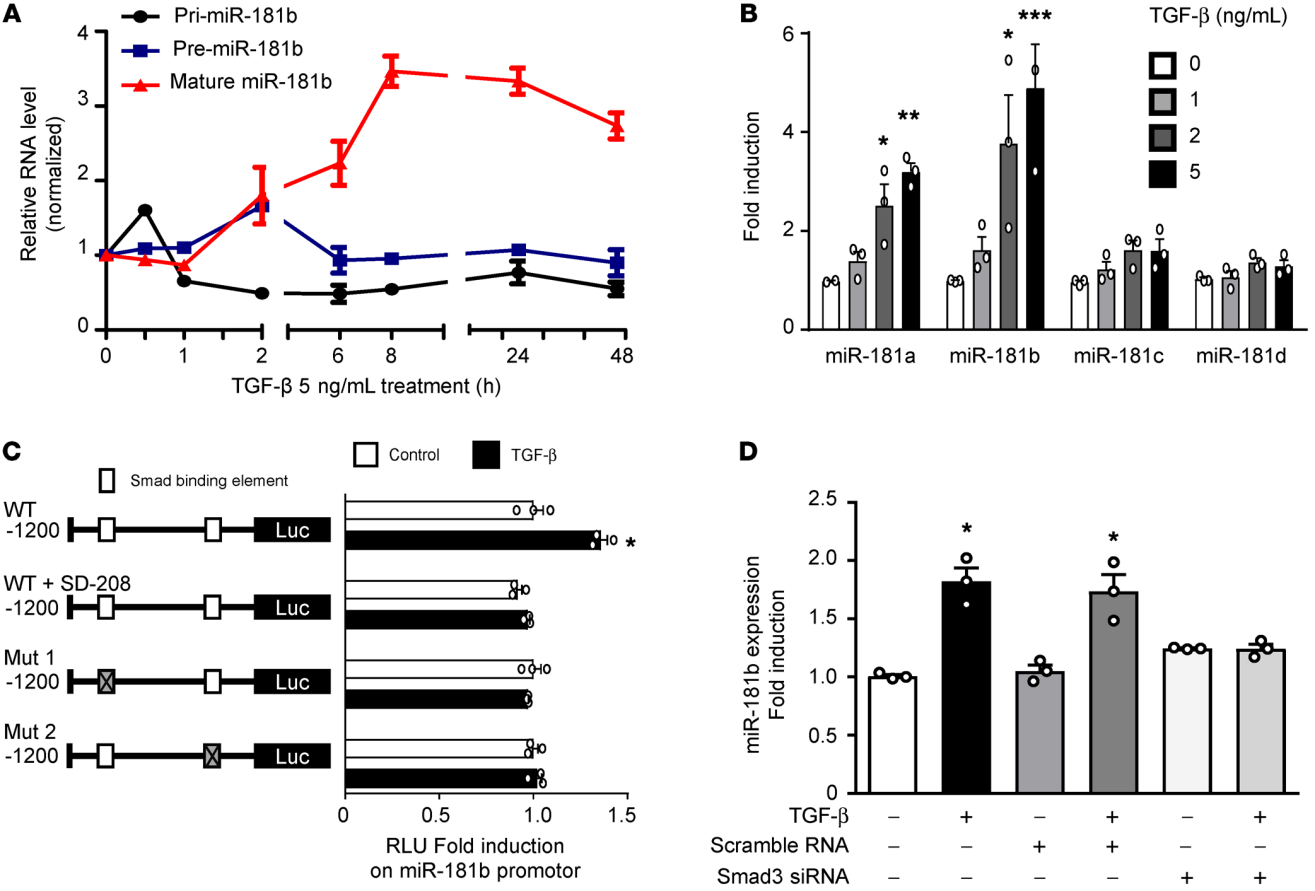
TGF-β induces miR-181b via SMAD2/3 signaling in vitro. (**A**) qRT-PCR analysis of mature (miR-181b), precursor (Pre-miR-181b), and primary (Pri-miR-181b) transcripts of miR-181b in AEECs treated with TGF-β for 0–48 hours (*n =* 3). (**B**) miR-181 RNA expression in AEECs treated with or without TGF-β. 18S rRNA served as the loading control. (**C**) Left: Linear map schematic of the putative SBEs at the promoter of the miR-181b gene, with the mutated luciferase (Luc) constructs. Right: Graph shows the luciferase assay results. AEECs were transiently transfected with mutant promoter constructs and treated with or without 5 ng/mL TGF-β for 8 hours. miR-181b promoter characterization by luciferase assays showed the fold change in luciferase activity of the WT SBEs and mutated SBE1 and SBE2 (Mut 1 and Mut 2; left) with and without 5 ng/mL TGF-β or 10 μM SD-208. (**D**) Representative qRT-PCR analysis of miR-181b in AEECs with siRNA-mediated SMAD3 knockdown and TGF-β treatment. (**A**, **B**, and **D**) *P < 0.05, **P < 0.01, and ***P < 0.001 versus the untreated group, by 1-way ANOVA with Dunnett’s post hoc test (*n =* 3). (**C**) *P < 0.05, by 2-tailed Student’s *t* test (*n =* 3).

**Figure 4:**
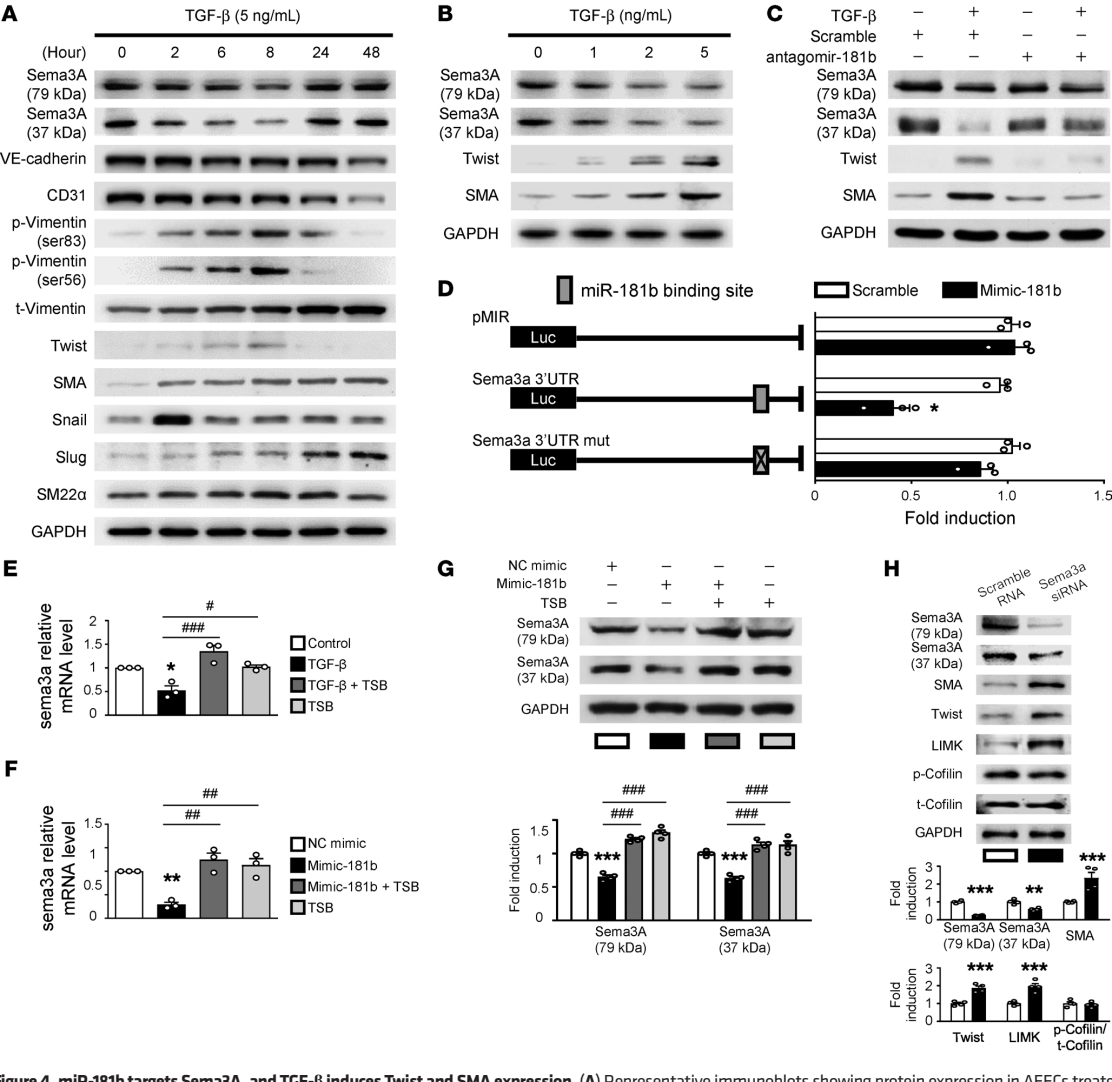
miR-181b targets Sema3A, and TGF-β induces Twist and SMA expression. (**A**) Representative immunoblots showing protein expression in AEECs treated with 5 ng/mL TGF-β for up to 48 hours. GAPDH was used as the loading control. (**B**) Representative immunoblots showing protein expression in AEECs incubated with or without TGF-β (0, 1, 2, or 5 ng/mL). (**C**) Representative immunoblots show protein expression in AEECs that were transfected with miR-181b antagomir (antagomir-181b) or scrambled control miRNA and then treated with or without TGF-β (5 ng/mL). (**D**) Confirmation of the hsa-miR-181b target site in the Sema3A 3′-UTR. Schematic representation of the Sema3A 3′-UTR indicating the predicted hsa-miR-181b binding site. AEECs were transfected with the pMIR-REPORT-Sema3A 3′-UTR (intact) or pMIR-REPORT-Sema3A 3′-UTR (mutant) luciferase reporter vector. The fold induction in relative luciferase activity was plotted (*n =* 3). *P < 0.05 compared with the scrambled control, by 2-tailed Student’s *t* test. (**E**) AEECs were transfected with the miR-181b TSB for 24 hours, after which AEECs were treated with or without TGF-β for 6 hours. Sema3A mRNA expression was measured by qRT-PCR (*n* = 3). *P < 0.05 compared with control; ^#^*P <* 0.05 and ^###^*P <* 0.001 compared with TGF-β; 1-way ANOVA with Bonferroni’s post hoc test. (**F**) AEECs were transfected with the negative control mimic (NC mimic) or the synthetic miR-181b mimic, with or without the miR-181b TSB. Sema3A mRNA expression was measured by qRT-PCR (*n =* 3). **P < 0.01 compared with NC mimic; ^##^*P <* 0.01 compared with miR-181b mimic; 1-way ANOVA with Bonferroni’s post hoc test. (**G**) Representative quantitative data for the immunoblots showing protein expression in AEECs transfected with miR-181b TSBs for 24 hours (*n =* 3). ***P < 0.001 versus the NC mimic group; ^###^*P <* 0.001 versus the 181b mimic group; 1-way ANOVA with Bonferroni’s post hoc test. (**H**) AEECs were transfected with Sema3A siRNA or scrambled siRNA. Representative immunoblots and densitometric quantification of protein expression are shown (*n =* 3). **P < 0.01 and ***P < 0.001 compared with scrambled siRNA–treated group, by 2-tailed Student’s *t* test. t, total.

**Figure 5:**
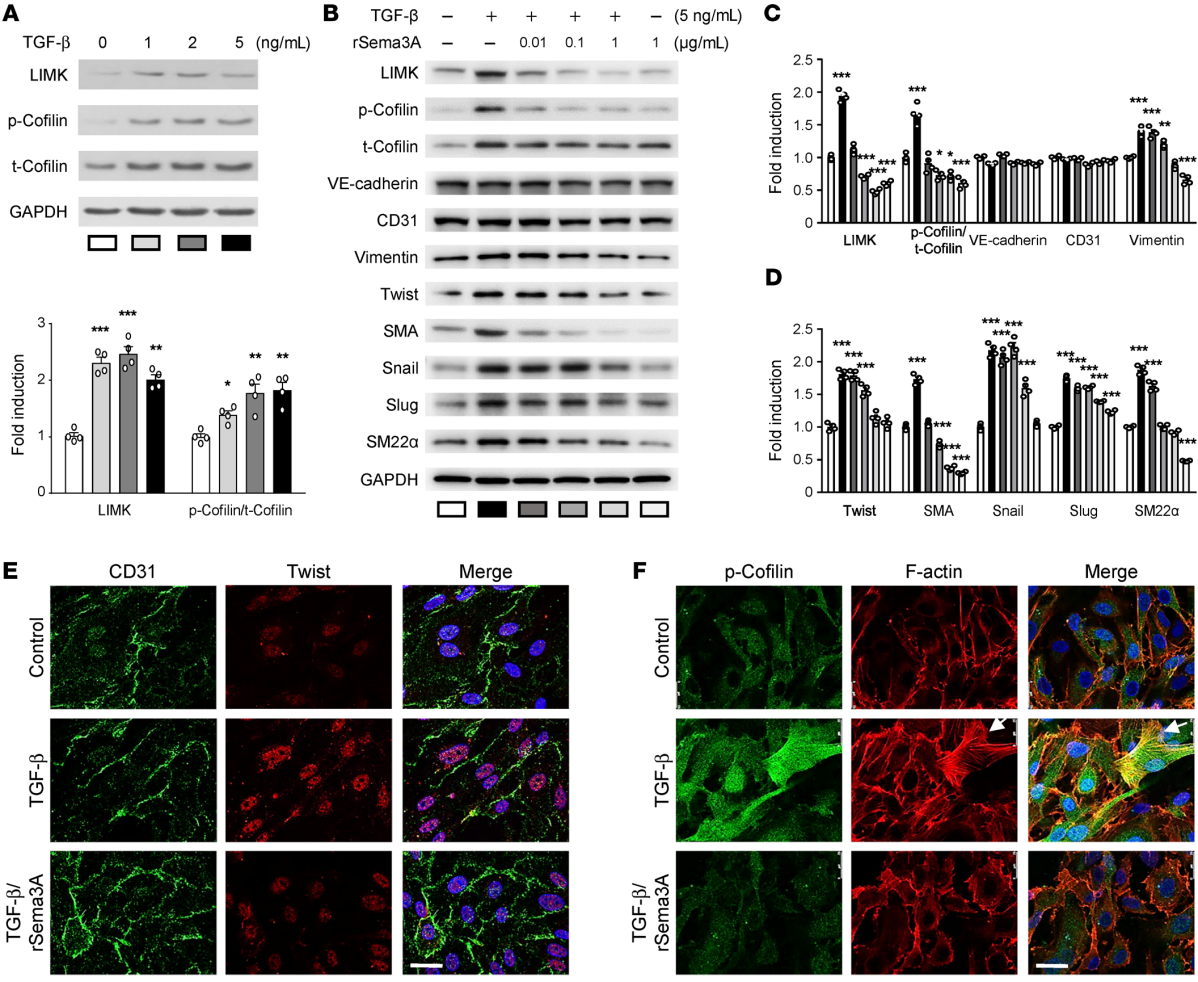
The effect of recombinant Sema3A on TGF-β–mediated induction of LIMK/p-cofilin signaling and EndMT. (**A**) Immunoblots showing protein expression levels in AEECs treated with 0, 0.01, 0.1, or 1 ng/mL TGF-β with GAPDH as the loading control (*n =* 4) and densitometric quantification of protein expression following TGF-β treatment. *P < 0.05, **P < 0.01, and ***P < 0.001 versus the untreated group, by 1-way ANOVA with Dunnett’s post hoc test. (**B**–**D**) Representative immunoblots (**B**) and densitometric quantification (**C** and **D**) of protein expression. Data are presented as the mean ± SEM (*n =* 3). *P < 0.05, **P < 0.01, and ***P < 0.001 versus the untreated group, by 1-way ANOVA with Dunnett’s post hoc test. (**E**) Immunocytochemical analysis shows the localization of CD31 (green) and Twist (red). Scale bar: 25 μm. (**F**) Immunocytochemical analysis shows the localization of p-cofilin (green) and F-actin (red) (nuclear staining with DAPI is shown in blue). White arrows indicate lamellipodia and filopodia. Scale bar: 25 μm.

**Figure 6:**
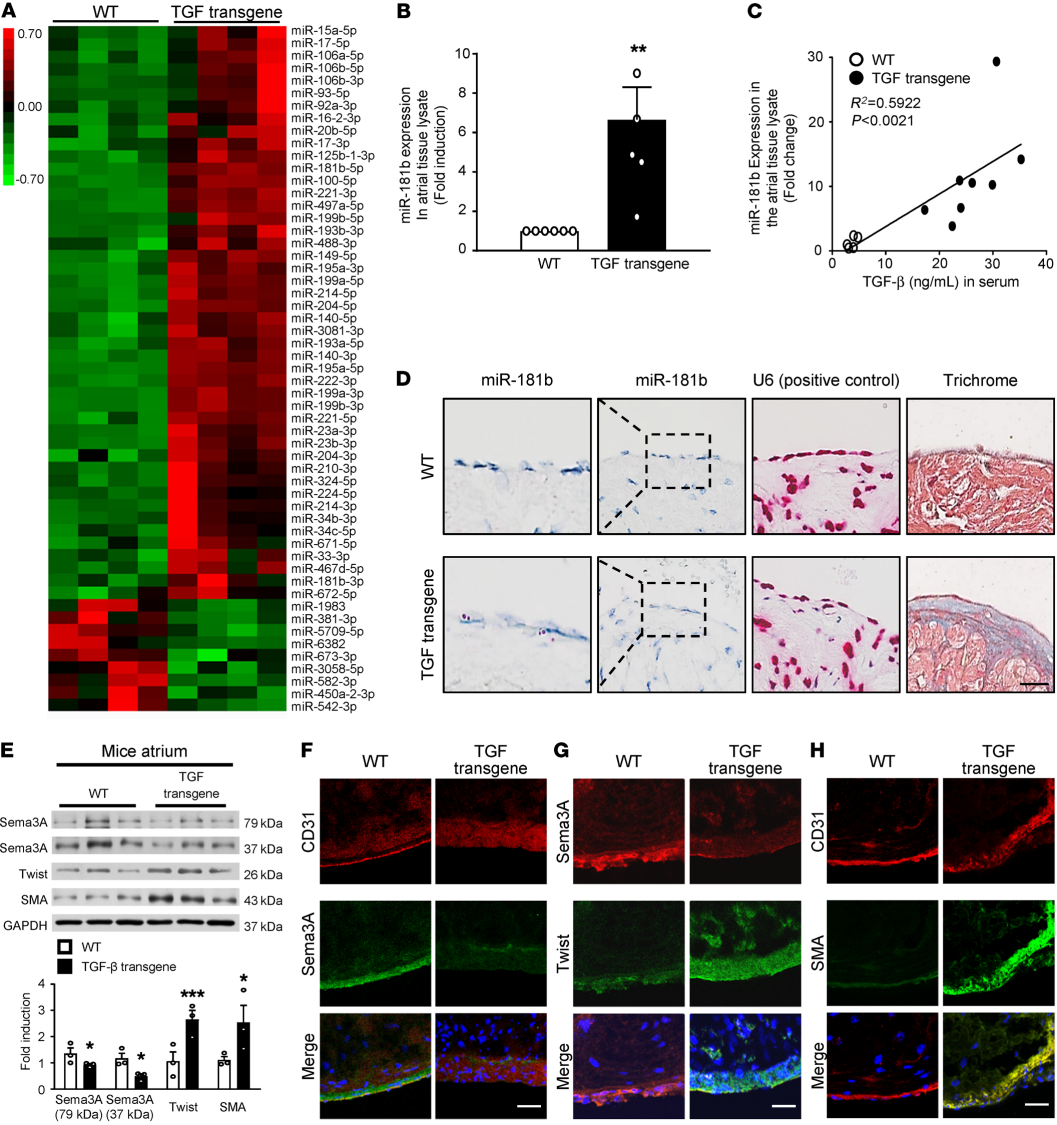
miR-181b and Sema3A expression in transgenic mice with cardiac-specific TGF-β overexpression. (**A**) Heatmap showing normalized read counts of miRNAs differentially expressed (>2-fold difference and *P* < 0.05, by 2-tailed Student’s *t* test) between WT and transgenic mice with cardiac-specific TGF-β overexpression (TGF transgene). Hierarchical clustering of samples is shown. Color bar indicates *z* scores of normalized read counts (red indicates high expression; green indicates low expression). (**B**) Validation of miR-181b expression using qRT-PCR in atrial tissue lysates with U6 as the loading control (*n =* 5–8). **P < 0.01 versus WT mice, by 2-tailed Student’s *t* test. (**C**) Correlation of miR-181b RNA levels from atrial tissue with serum TGF-β concentration by linear regression (*n =* 5–10). (**D**) RNA CISH analyses of miR-181b in atrial tissue. miR-181b signal (red dots) and U6 (used as a positive control, red dots) were observed in atrial endothelial edge tissue from TGF-β–transgenic mice, and trichrome staining shows miR-181b expression in atrial subendocardial fibrotic tissue (*n =* 5). Scale bar: 50 μm. Original magnification x400; enlarged insets x800. (**E**) Western blot analysis of Sema3A, Twist, and SMA in atrial tissue from TGF-β–transgenic and WT mice. The relative protein expression levels of Sema3A, Twist, and SMA, normalized to GAPDH, were obtained by densitometry (*n* = 3 per group). *P < 0.05 and ***P < 0.001 versus WT mice, by 2-tailed Student’s *t* test. (**F**–**H**) Immunohistochemical analysis of (**F**) Sema3A and CD31, (**G**) Sema3A and Twist, and (**H**) CD31 and SMA in the endocardium. Scale bars: 50 μm.

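Squared distances were taken over the 369 tested miRNAs, on log2 counts scaled by library size with TMM. On average, the mice of one genotype were closer to each other than to those of the other. The ratio of the between-genotype to the within-genotype squared distance (pseudo-F) was 3.70. It was largest for the real genotypes among all 35 ways of splitting the 8 mice into 4 and 4 (exact permutation test, p = 0.0286, the smallest p this design allows). It was 2.43 without the miRNAs of Fig. 6A and again the largest of the 35. The first principal component carried 38.8% of the variance. On it the WT mice lay between -6.85 and -5.01 and the transgenic mice between 4.43 and 7.26. The second component carried 24.9% and set transgenic mouse 1, at -10.4, apart from the other 7 mice, which lay between -1.36 and 4.75.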

**Figure 7:**
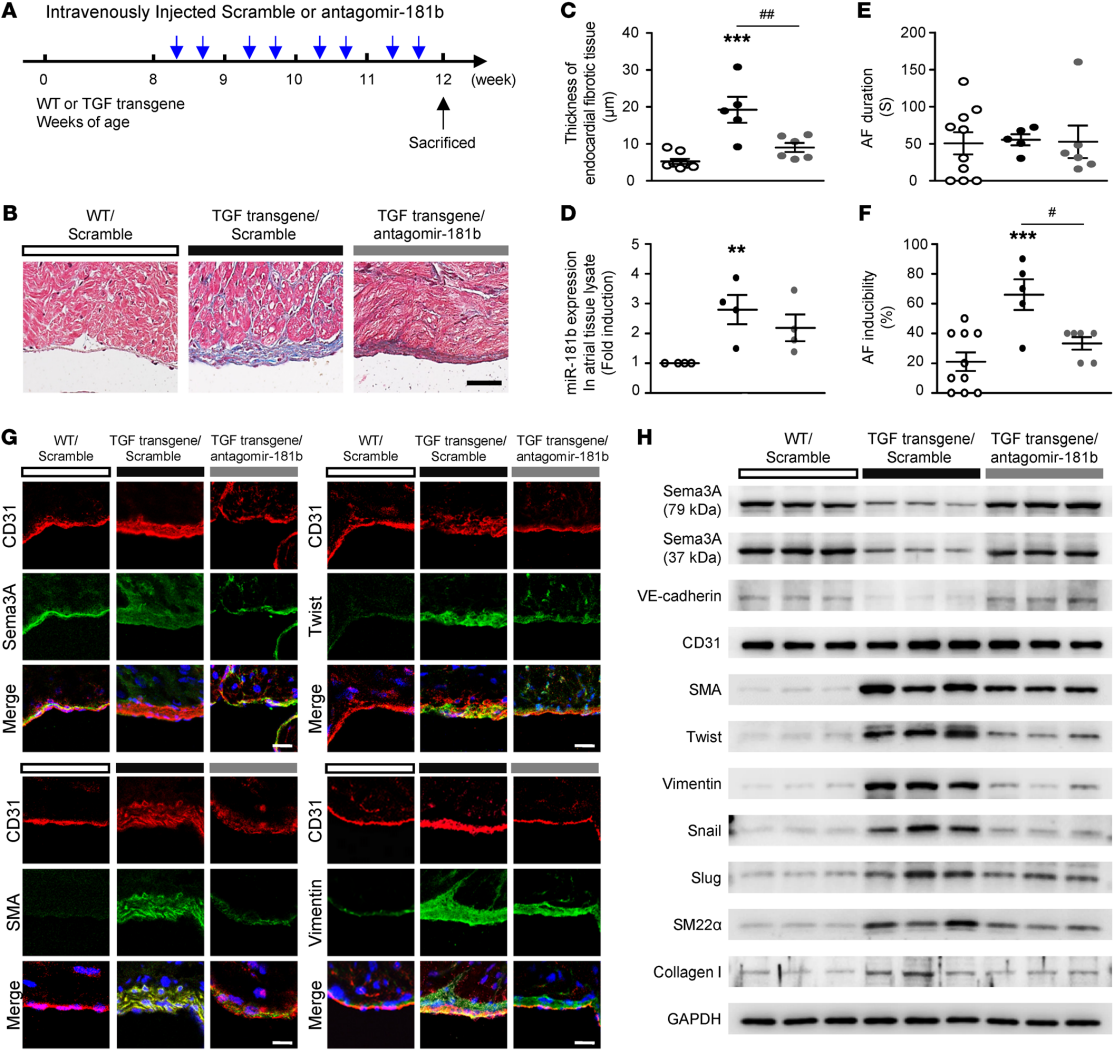
Antagomir-181b inhibits the development of atrial subendocardial fibrosis in TGF-β–transgenic mice. (**A**) Design and optimization of the appropriate treatment strategy. (**B**) Histological morphology analysis of trichrome-stained atrial tissue demonstrating collagen (blue) deposition. Scale bar: 25 μm. (**C**) Quantitative analysis of endocardial fibrotic tissue thickness, (**D**) miR-181b expression in atrial tissue lysates, (**E**) AF duration, and (**F**) AF inducibility. (**C**–**F**) Data are presented as the mean ± SEM (*n =* 5–7 per group). **P < 0.01 and ***P < 0.001 versus WT mice; ^#^*P <* 0.05 and ^##^*P <* 0.01, versus TGF-β–transgenic mice; 1-way ANOVA with Bonferroni’s post hoc test. (**G**) Immunohistochemical analysis of CD31 with Sema3A, Twist, SMA and vimentin in the endocardium (*n =* 5). Scale bars: 50 μm. (**H**) Western blot analysis of proteins in atrial tissue from WT, TGF-β–transgenic mice (TGF transgene), and TGF-β–transgenic mice with antagomir-181b treatment showing increased SMA, Twist, vimentin, Snail, Slug, SM22α, and collagen I levels but decreased Sema3A and VE-cadherin levels in TGF-β–transgenic mice compared with WT mice. TGF-β–transgenic mice with antagomir-181b treatment showed a reversal of Sema3A and VE-cadherin protein levels and reduced expression of EndMT markers.

**Figure 8:**
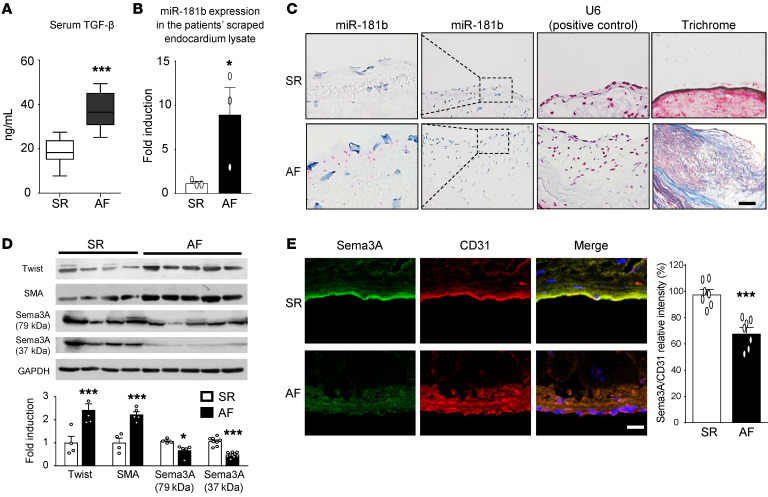
miR-181b and Sema3A expression in human AF. (**A**) TGF-β serum levels in patients with AF or SR. Data are presented as the mean ± SEM; (*n =* 15). (**B**) qRT-PCR analysis of miR-181b in AEECs derived from the atrium of patients with AF or SR with U6 used as the loading control. Data are presented as the mean ± SEM (*n =* 3). (**C**) RNA CISH analyses of miR-181b in atrial tissue sections from patients with AF. miR-181b signal (red dots) and U6, used as a positive control (red color), were observed in the atrial endothelial edge in tissue, and trichrome staining showed miR-181b expression in the atrial subendocardial fibrotic tissue (*n =* 3) of these patients. Scale bar: 50 μm. Original magnification x400; enlarged insets x800. (**D**) Western blot analysis of Twist, SMA, and Sema3A in the atrium of patients with AF (*n* = 5) or SR (*n* = 4). Relative protein expression values were normalized to GAPDH. (**E**) Immunohistochemical analysis of Sema3A and CD31 in the endocardium (scale bar: 50 μm), and quantitation of Sema3A expression versus CD31 in the endocardium (*n =* 7 per group). All data are presented as the mean ± SEM. (**A**, **B**, **D**, and **E**) *P < 0.05 and ***P < 0.001 versus the SR group, by 2-tailed Student’s *t* test.

**Figure 9:**
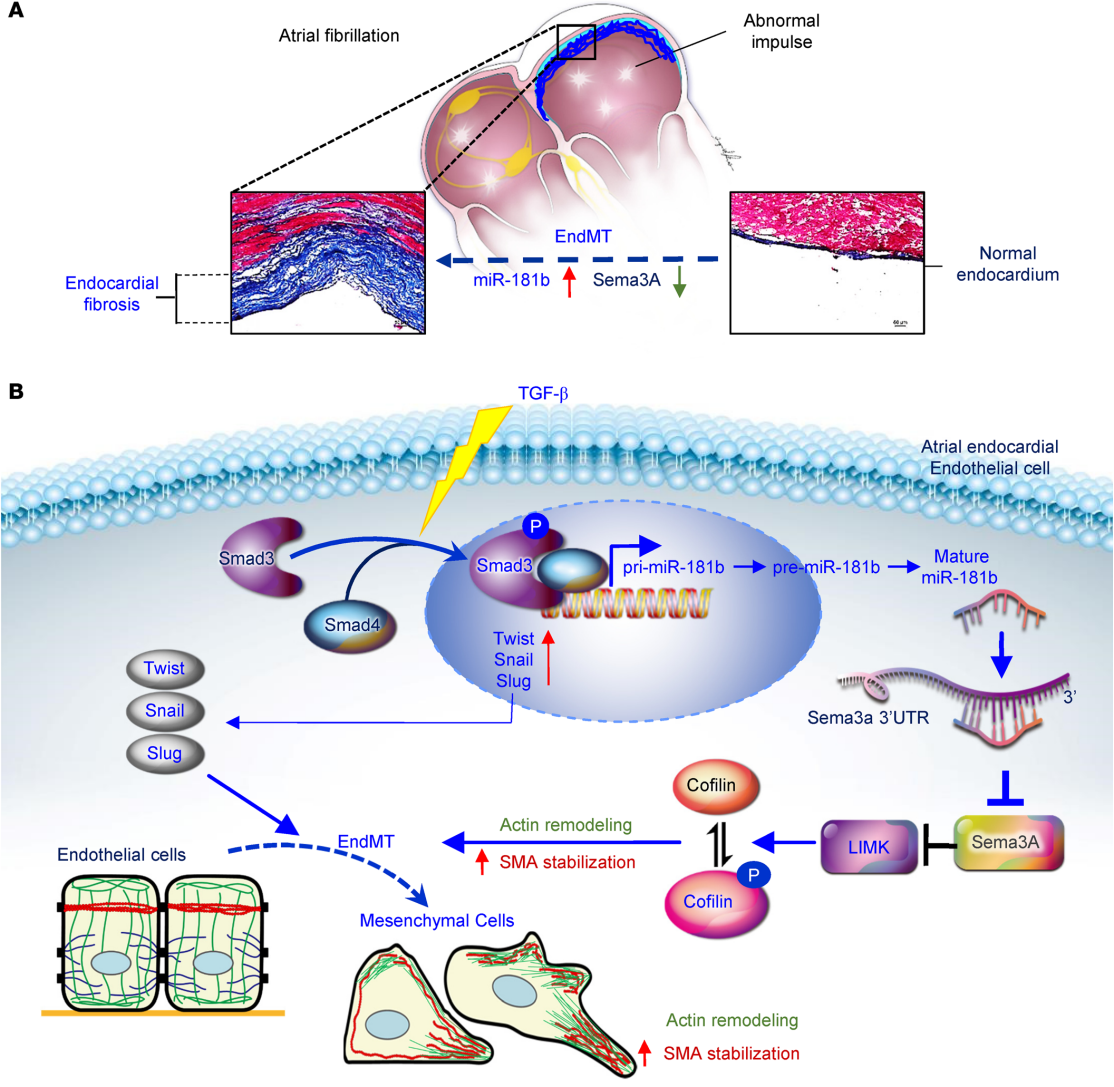
Schematic illustration of the mechanism linking miR-181b and Sema3A in a fundamental TGF-β-induced EndMT process and atrial subendocardial fibrosis. (**A**) A mechanism of fundamental TGF-β–induced EndMT and atrial subendocardial fibrosis was identified. (**B**) TGF-β activates p-SMAD3, which binds to SMAD4 and forms the SMAD complex. This complex translocates to the nucleus and promotes miR-181b transcription. Mature miR-181b targets the 3′-UTR of Sema3A mRNA for degradation. Insufficient expression of Sema3A protein, which is needed to increase LIMK/p-cofilin signaling, leads to actin remodeling, lamellipodium formation, increased SMA stabilization, and the EndMT process, thus participating in the atrial fibrosis.

**Table 2:**
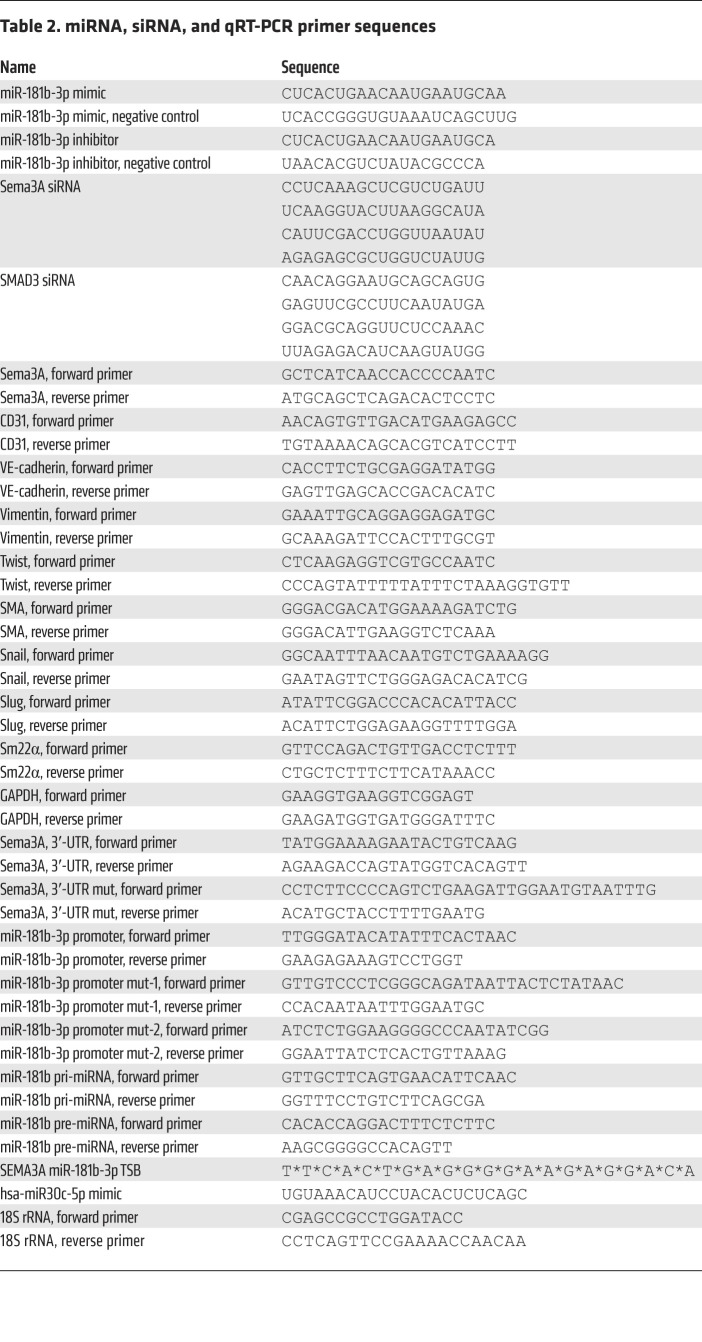
miRNA, siRNA, and qRT-PCR primer sequences

**Table 1:**
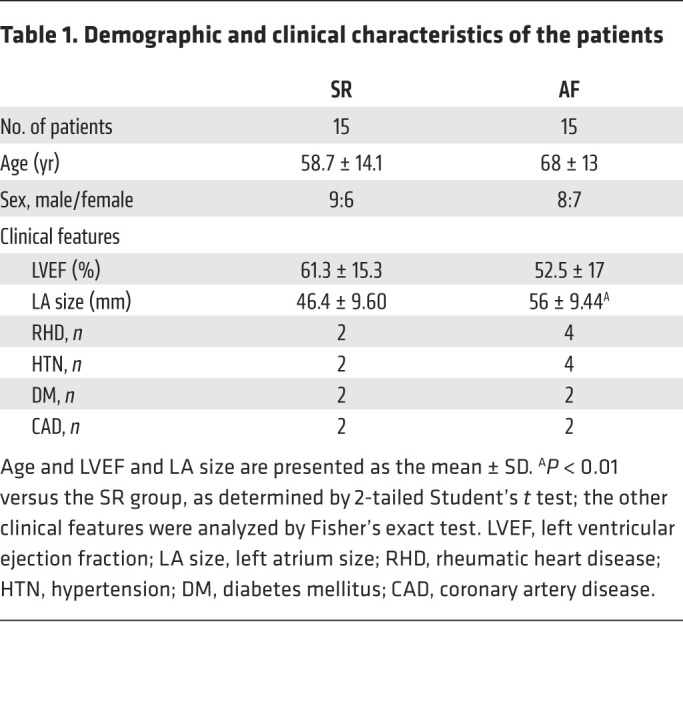
Demographic and clinical characteristics of the patients

How the deposited data were processed for this re-analysis (not part of the article)

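Small RNA from the atria of 8 mice, 4 WT mice and 4 TGF-β–transgenic mice, was analysed, with 1 library per mouse. The genotype and number of each mouse were taken from the sample records and the paper. The same numbers in both genotypes label different animals. Experiments on cultured endocardial cells, patient samples, rabbits and antagomir-treated animals were not analysed here.

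The authors deposited raw read counts for 473 mature miRNAs and, in a second table, the same counts as RPM. The authors made the RPM values by dividing each count by the total over the 473 listed miRNAs, which was checked on the tables, and wrote 0.0001 RPM for a count of 0. Reads had been mapped to mouse miRNAs and counted by the authors before deposition. The paper's text does not name the tools of these steps. The listed positions were checked against GRCm38, where 469 of the 473 miRNAs fell inside an annotated hairpin. Since the counts of miR-1a-3p are rounded in 5 libraries, the totals of these libraries carry the same rounding.

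Counts were tested with edgeR 4.0.16 in R 4.3.3, with filterByExpr (minimum count 10, minimum total count 15), TMM normalization, the quasi-likelihood F test (glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment at a threshold of 0.05. The standard errors given with edgeR were computed as the size of the log2 fold change divided by the square root of the F statistic. For rare miRNAs, such as the miR-181b 3p arms, they can be smaller than the p-value implies and overstate the precision. RPM values are given as mean ± SD per genotype and were compared by 2-sided exact permutation tests over the 70 assignments of 4 among 8 mice. Among 4 mice against 4 the smallest p is 0.0286. The criterion of Fig. 6A was applied to the deposited RPM of all 473 miRNAs and no p-value of a single miRNA from its test is reported. The entries miR-181b-1-3p and miR-181b-2-3p were added together for a fit of the whole 3p arm and also reported alone. Log2 counts scaled by library size for the principal components and distances used TMM and a prior count of 2. Lists of marker miRNAs of cell types, written before the data were examined, were tested with camera in limma 3.58.1. Exact tests and Wilson intervals used scipy 1.17.1, and figures matplotlib 3.10.9.

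The depth ranged from 1443075 to 9796723 reads per library. A floor of 3 counts corresponded to between 0.306 and 2.08 RPM. Intervals and floors cover counting error only, because reads copied during amplification are not independent molecules. A fold change against a genotype whose libraries all held 3 counts or fewer is given as a lower bound.

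The edgeR fit was tested on 5 sets of simulated counts per scenario, drawn from the means, dispersions and library sizes of the real data. With 199 to 200 of the 366 to 371 tested miRNAs changed 2-fold, in equal numbers up and down, 88.9% were called in the right direction, with 4.4 false calls on average. The changed miRNAs were drawn only from those above a minimum expected count, so this share does not cover the rarest miRNAs. With no change, there were 0.2 false calls on average among 363 to 373 tested miRNAs, and the criterion of Fig. 6A gave 4.4 among 473. When the abundance of miR-1a-3p alone was halved, there were 0.2 false calls by edgeR among 374 to 381 miRNAs and 8.6 by the criterion among 473. Apart from miR-1a-3p, no scenario had unequal numbers up and down, so these simulations do not settle which scaling is closer to the tissue.

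The miRNAs named in the text were chosen by a rule set before the data were examined: the members of the miR-181 family, the 5 largest increases and 5 largest decreases among miRNAs with an adjusted p under 0.05 and no overlap in RPM, the 3 most abundant, and the marker miRNAs. Others are named only where the text says so. The alternatives set at that time were DESeq2 1.42.0, RLE size factors, scaling by library totals, the same without the 5 most abundant miRNAs, no filter, a filter of 10 counts in every mouse, limma on log2(RPM + 1) and on log2(RPM + 0.1), a replicate block by mouse number, each mouse left out in turn and, for the criterion of Fig. 6A, other tests and filters on RPM. A covariate for depth, a covariate for miR-451a and RPM rescaled by TMM factors were added after the data were seen.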

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

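The counts of other splits, the comparison of scalings, the counting error and the marker miRNAs below were chosen after the results were seen, while drawing the libraries down to equal depth and leaving out the miRNAs that vary with miR-451a were set before. A mouse was singled out when its gap to the nearest of the other 3 mice of its genotype filled most of the range. Of 98 groups of 4 mice examined this way, 3 were past the limit, and 4.9 are expected by chance.

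Transgenic mouse 1 had 303 RPM of miR-214-3p, against 146 to 167 RPM in the other transgenic mice, and 61986 RPM of miR-143-3p, against 47700 to 48685 RPM. It was also the smallest library. Counting error alone is not large enough to give these gaps, the smaller of which, that of miR-214-3p, was 8.2 counting SDs. All mice of one genotype differed by more than counting error, however, so this does not show that mouse 1 is unusual. A candidate explanation is a larger share of stromal RNA in that mouse's atria. Of the other 5 fibroblast and smooth muscle marker miRNAs, 3 were highest in mouse 1 among the transgenic mice and 2 were not, too few to tell, so neither this nor chance is ruled out. The design holds no condition that parts the transgenic mice from each other, so no biological explanation other than the stromal share was tested.

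WT mouse 1 lay at 4.71 on the second principal component, against -1.36 to -0.68 in the other WT mice. With every library drawn down to 1443075 reads, its gap filled 0.685 of the range of the WT mice, below the limit, against 0.888 before. Its own score did not approach the others, however, moving from 4.71 to 5.02, and the gap narrowed because WT mouse 2 moved from -0.68 to 0.59. The test thus gives no support for depth as the source of its position, and does not exclude it. Without the miRNAs that vary with miR-451a the gap was 0.255 of the range, but those miRNAs were chosen on the same deviations between mice, so this cannot separate blood content from other sources.

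The edgeR fit called 55 miRNAs that are not in Fig. 6A, 16 with higher and 39 with lower values in transgenic mice. Their number equals that of the figure by coincidence. Their median change was 0.61 in size on the log2 scale, and 12 changed more than 2-fold. In 28 of the 55 the RPM values of the genotypes did not overlap, as in 37.7% of all tested miRNAs. By chance 2.86% would not overlap, but only if no shift were common to all miRNAs. With library totals, as RPM is scaled, the median log2 fold change was 0.38. The 37.7% thus does not measure how many miRNAs differ with TMM. No other split of the 8 mice into 4 and 4 gave more than 1 such call. Scaling bears on them: with library totals in place of TMM, 26 of the 55 were called in the same direction, 16 higher and 10 lower, so the other 29 decreases cannot be told apart from the choice of scaling. All 36 of the called miRNAs of Fig. 6A were called in the same direction under both scalings, but they had been selected on RPM, which is scaled by library totals, in the same mice, so this shows no robustness.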

How the results depend on the processing

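The alternatives were set before the data were examined, except the covariates for depth and for miR-451a and the RPM rescaled by TMM factors, which were chosen after seeing the data. The cause of a change was not tested unless stated.

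MiR-181b-5p stayed higher in transgenic mice with an adjusted p under 0.05 under all 19 alternatives, with log2 fold changes from 0.59 to 1.05 and adjusted p from 1.8e-05 to 0.019. The fold change was over 2 under 3 of them, scaling by library totals and both limma fits on RPM. The summed 3p arms stayed short of the threshold under every alternative run, with log2 fold changes from 0.01 to 0.51; a filter of 10 counts in every mouse removed them. The share of miR-181b reads on the 3p arms stayed lower in transgenic mice with each mouse left out, with differences from -0.69 to -0.34 percentage points. With 3 mice against 4, the exact p cannot fall under 0.0571, so those fits do not bear on the threshold. The separation of the genotypes stayed the largest of 35 splits with library totals (pseudo-F 5.06), with at least 10 counts in every mouse (4.82) and without the miRNAs of Fig. 6A (2.43). The miRNAs of Fig. 6A with an adjusted p under 0.05 stayed within 1.5 times their count of 36 under every alternative, from 26 with miR-451a as covariate to 46 with limma on log2(RPM + 1).

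Scaling moved the balance of directions. Library totals gave 146 calls (132 higher, 14 lower) in place of 91 (48 and 43), of which 62 were shared. Limma gave 138 (125 and 13) on log2(RPM + 1) and 137 (124 and 13) on log2(RPM + 0.1). With the fold limit of 2 in place of the adjustment, the 43 calls (28 higher, 15 lower) became 53 higher and 6 lower with library totals, 48 and 3 with limma on log2(RPM + 1) and 51 and 7 on log2(RPM + 0.1). A filter of 10 counts in every mouse gave 88 calls by adjusted p, with the balance the other way (36 higher, 52 lower), and library totals without the 5 most abundant miRNAs gave 101 (62 and 39). The fit with a filter of 10 counts in every mouse gave 23 calls by the fold limit (16 higher, 7 lower). With miR-451a as covariate there were 60 calls by adjusted p (31 higher).

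With the mouse number as a replicate block, edgeR gave 48 calls (26 higher, 22 lower), all among the 91, 36 calls with the fold limit (22 and 14) and 28 of Fig. 6A. The log2 fold change of miR-181b-5p was 0.68 (adjusted p = 0.019) and that of the 3p arms 0.13. The paired form of the criterion of Fig. 6A gave 40 miRNAs (34 higher, 6 lower). Same-numbered mice were not more alike than others (mean correlation, across miRNAs, of the deviations from the genotype means -0.21 against 0.07).

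The 59 miRNAs that met the criterion of Fig. 6A (49 higher, 10 lower) became 34 (32 and 2) with a mean RPM of at least 10. They became 31 (29 and 2) with Benjamini-Hochberg adjustment, and 20 higher and 23 lower with RPM rescaled by TMM factors. The test on log2(RPM + 1) raised them to 72 (62 and 10). The exact permutation test gave 60 (52 and 8), and a test with unequal variances 47 (40 and 7).

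Across the 8 fits that each left out 1 mouse, calls by adjusted p ranged from 60 to 109 (27 to 65 higher). More of these calls were lower than higher without WT mouse 1 (35 higher, 48 lower), 2 (32 and 40), 3 (42 and 43) or 4 (27 and 34). The same held without transgenic mouse 2 (28 and 32), but not without transgenic mouse 1, 3 or 4. Calls with the fold limit ranged from 28 to 52 (17 to 33 higher) and miRNAs past the criterion from 47 to 65 (4 to 10 lower). The log2 fold change ranged from -0.012 to 0.21 for miR-99a-5p, -0.049 to 0.14 for miR-148a-3p, -0.019 to 1.01 for miR-499-5p, -0.066 to 0.082 for miR-143-3p, -0.010 to 0.28 for miR-145a-5p, -0.44 to 0.058 for miR-486a-5p, -0.18 to 0.031 for miR-223-3p and -0.11 to 0.073 for miR-146a-5p, so that these have no settled direction.

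Other named miRNAs also changed direction. With library totals, limma on log2(RPM + 1) and limma on log2(RPM + 0.1), in this order, log2 fold changes were 0.069, 0.056 and 0.056 for miR-133a-3p, 0.018, 0.010 and 0.010 for miR-126a-5p, 0.18, 0.074 and 0.074 for miR-486a-5p, and 0.31, 0.31 and 0.34 for miR-223-3p, which was 0.012 without the 5 most abundant miRNAs in the totals. MiR-181b-1-3p was 0.013 with limma on log2(RPM + 0.1). With at least 10 counts in every mouse, miR-148a-3p was -0.048, miR-143-3p -0.065 and miR-146a-5p -0.055, and with the replicate block miR-143-3p was -0.001. With miR-451a as covariate, miR-181c-5p was -0.092, miR-499-5p -0.018, miR-144-3p -0.85, miR-144-5p -0.75, miR-142a-3p -0.057 and miR-142a-5p -0.11. Among 705 values of 38 named miRNAs under the alternatives, 559 kept direction and side of the threshold, 60 were weaker, 47 stronger and 39 reversed. A named miRNA that did not pass the filter of a fit has no value there. Depth limits most the rare miRNAs: 104 of the 473 did not pass the filter, the miR-181b-2-3p entry among them.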

Differences from the paper's values

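With the thresholds of Fig. 6A applied to the edgeR fit with TMM, 28 miRNAs were higher in TGF-β–transgenic mice against the paper's 46, and 15 were lower against the paper's 9. For the higher miRNAs, the alternatives set before the data were examined that came within 1.5 times the paper's count were library totals (53), library totals without the 5 most abundant miRNAs (32), no filter (38), limma on log2(RPM + 1) (48) and on log2(RPM + 0.1) (51), and leaving out transgenic mouse 1 (33) or 4 (32). DESeq2 (26), RLE size factors (27), the filter of 10 counts in every mouse (16), the replicate block (22) and leaving out any other mouse (17 to 28) did not. For the lower miRNAs, those within that range were library totals (6), library totals without the 5 most abundant miRNAs (11), the filter of 10 counts in every mouse (7), limma on log2(RPM + 0.1) (7), and leaving out WT mouse 4 (12) or transgenic mouse 2 (13) or 3 (11). DESeq2 (15), RLE size factors (15), no filter (20), the replicate block (14), limma on log2(RPM + 1) (3) and leaving out any other mouse (15 to 21) were outside it. On the deposited RPM with the test named in the legend, the counts were 59 miRNAs in all, 49 higher and 10 lower, against the paper's 55, 46 and 9.

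Fig. 6A lists miR-181b-3p among the higher miRNAs. The summed 3p arms had a log2 fold change of 0.12 (adjusted p = 0.89 from edgeR, from 0.16 to 0.99 over the alternatives), and no setting run on the sum called it. The entry miR-181b-2-3p alone met the figure's criterion on RPM. Fig. 6A lists miR-181b-5p as changed more than 2-fold. Its fold change with TMM was 1.60, and it was over 2 with library totals and with both limma fits. Of the tested miRNAs of Fig. 6A, 11 had an adjusted p of 0.05 or more with TMM. The calls of the figure's miRNAs rose from 36 to 44 with library totals or with no filter, to 45 with limma on log2(RPM + 0.1) and to 46 with limma on log2(RPM + 1). The 4 miRNAs that met the criterion and are not in the figure were miR-1306-3p, miR-375-3p, miR-483-5p and miR-99a-3p, and all but miR-483-5p are named here after their values were seen.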

Other observations

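Of the tests below, those on GC content, on miR-451a as a covariate for miR-181b-5p and on transgenic mouse 1 were set before their results were seen, and the others were chosen after.

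More miRNAs past the criterion of Fig. 6A were higher than lower in TGF-β–transgenic mice, 83.1% of the calls. A candidate explanation is RPM scaling, because miR-1a-3p took a smaller share of the reads in transgenic mice. With RPM rescaled by TMM factors, 46.5% of the calls were higher, but TMM centres the changes of all miRNAs, which in part fixes this balance in advance. In the edgeR fits with the same thresholds, 65.1% of the calls were higher with TMM, 74.4% with library totals without the 5 most abundant miRNAs and 89.8% with library totals. With TMM kept and miR-451a as a covariate, 50.0% of the 38 calls were higher, although this covariate is itself related to genotype. The size of the predominance thus depends on the scaling and on this covariate. How much of it either accounts for cannot be told from these tests. TMM rests on most miRNAs being unchanged, which RPM data cannot show, so which of the scalings is closer to the amounts in the tissue was not settled. The rounding of miR-1a-3p in the count table had no effect, as RPM recomputed from these counts gave the same 59 calls.

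The 8 mice can be split into 4 and 4 in 8 ways that part all same-numbered mice, as the genotypes do. Among these, only the real split, 1 of 8, gave as many as 91 miRNAs with an adjusted p under 0.05, as many as 43 with an unadjusted p under 0.05 and a fold change over 2, as many as 59 past the criterion of Fig. 6A, and as many as 36 called miRNAs of Fig. 6A. With 8 splits this share cannot fall under 0.05. Among all 35 splits, which disregard the mouse numbers, the real one was also the only one with as many, 1 of 35 for each count. For the list of Fig. 6A, which was chosen on the real split, it shows no stability. The highest counts in the other 7 were 0, 19, 18 and 0. In the 27 splits that keep some same-numbered mice together, the highest counts were 1, 18, 15 and 0. At an unadjusted p under 0.05 alone, the real split gave 149 miRNAs, 45 of them in Fig. 6A, and the highest counts in the other 7 were 66 and 17.

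The increase of miR-181b-5p was set against several technical explanations. Under TMM, which allows for the share of miR-1a-3p, its log2 fold change was 0.67 with an adjusted p under the threshold, so scaling could account for a part of the ratio in RPM but not for the whole. The changes in the 4 larger and the 4 smaller libraries differed by 0.053. With 2 mice per genotype in each set, their standard errors were 0.21 and 0.19, so a moderate effect of depth cannot be excluded this way. With a covariate for depth, chosen after seeing the data, the log2 fold change of miR-181b-5p was 0.68 (adjusted p = 0.0024 from edgeR). Log2 fold changes had almost no trend on GC content across miRNAs, which are not independent replicates (Spearman's rho -0.009), so removing the trend had little to correct and left 0.67. With miR-451a, a miRNA of red blood cells, as a covariate, it was 0.63 with an adjusted p of 0.019. If transgenic atria held more endothelial RNA, the endothelial miR-126a-3p would rise as well, provided its amount per cell were unchanged. Its log2 fold change was -0.38 (adjusted p = 0.017 from edgeR) with TMM and -0.004 with library totals. That of miR-126a-5p, from the same hairpin, was -0.36 with TMM and 0.02 with library totals. The paper describes EndMT as a loss of endothelial gene expression, however, so the amount per cell may not be constant. A larger endothelial share is therefore not excluded. One hypothesis that these tests leave open is a change of miR-181b-5p within cells of the atria, as would follow from the transgene. Since the tests were made on the same 8 mice, and a change in other cell types was not excluded, it remains a hypothesis. The other 5p members of the family were also higher under each scaling tried, but less firmly than miR-181b-5p. MiR-181c-5p did not pass the threshold with TMM. It passed with library totals, with a log2 fold change of 0.64 (adjusted p = 0.030 from edgeR). It also passed with limma on log2(RPM + 1) and on log2(RPM + 0.1) (adjusted p = 0.037 and 0.036). With miR-451a as a covariate it was -0.092. With that covariate miR-181a-5p (adjusted p = 0.080 from edgeR, the highest over its alternatives, where the lowest was 1.4e-04) and miR-181d-5p (adjusted p = 0.196) also lost the threshold. MiR-181d-5p further lost it with the replicate block (adjusted p = 0.075), with at least 10 counts in every mouse (adjusted p = 0.056) and with some of the mice left out, over a range of adjusted p from 4.3e-04 to 0.196, and kept it in 3 of the 8 fits that each left out 1 mouse.

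MiR-451a varied widely. The WT mice had 849, 248, 431 and 542 RPM and the transgenic mice 341, 3336, 9248 and 2503 RPM. The genotypes thus overlapped (2-sided exact permutation test, p = 0.114). The log2 fold change was 2.54 (standard error 0.76, adjusted p = 0.035 from edgeR). With each mouse left out in turn, this fold change ranged from 1.71 to 2.94 and passed the threshold in only 3 of the 8 fits. A difference in blood left in the atria may contribute to the list of Fig. 6A. Of its tested miRNAs, 14.9% (7 of 47) had a Pearson correlation over 0.8 with miR-451a over the 8 mice, taken on deviations from the genotype means, against 8.7% (28 of 321) of the other miRNAs, which is not a detectable difference (Fisher's exact test, p = 0.184). The figure's list as a whole is thus not set apart by this test. The 7 were miR-100-5p, miR-106b-3p, miR-106b-5p, miR-15a-5p, miR-17-5p, miR-92a-3p and miR-93-5p, named after their values were seen. Of these, 5 had an adjusted p under 0.05, and 1 of the 5, miR-100-5p, kept it with miR-451a as a covariate. With the covariate, which is itself related to genotype and costs power, 60 miRNAs were called, 43 of them among the 91.

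Transgenic mouse 1, which had the least miR-451a of the transgenic mice, stood apart on the second principal component. With all libraries drawn down to its depth it remained the farthest mouse, at 1.86 times the distance of the next, against an effect of depth. Without the miRNAs that vary with miR-451a it was no longer the farthest, and the farthest mouse lay at 1.23 times the distance of the next. Because those miRNAs were selected on deviations that this mouse dominates, blood content cannot be told apart from other differences of this mouse. No explanation of its position other than depth and blood content was tested.

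MiR-199a-3p and miR-199b-3p, the former a fibroblast marker and both with an adjusted p under 0.05, have the same mature sequence, and their counts differed by at most 2.14% in any library. This is consistent with reads shared between both entries, which then count as 1 measurement. Such sharing is not general, since the 3 other pairs with identical sequences, miR-669a-3p and miR-669o-3p, let-7a-1-3p and let-7c-2-3p, and miR-486a-5p and miR-486b-5p, differed by up to 300%, 324% and 319% in a library. These pairs, miR-486a-5p aside, are named after their values were seen. Among the lists of marker miRNAs, none passed the adjustment over the lists. The lowest adjusted p, 0.15 from camera in limma, was that of the fibroblast list, with a median log2 fold change of 1.22. The adjusted p was 0.258 for the cardiomyocyte list, with a median of -0.49, and 0.665 for the erythroid, leukocyte and smooth muscle lists, with medians of 1.75, 0.25 and 0.004. The lists held between 3 and 6 tested miRNAs, and the endothelial list held too few to test.

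The mimic of miR-181b-3p in Table 2 has the sequence of miR-181b-1-3p, and miR-181b-2-3p differs from it by A9U, counted from the 5′ end of the mimic, and by its length. Both 3p arms share the seed UCACUGA at positions 2 to 8. In the longest annotated 3′ untranslated region of mouse Sema3a, of 2962 nucleotides, the site UCAGUGA of the 3p seed occurs 1 time and the site UGAAUGU of the 5p seed 0 times. Of 2492 untranslated regions of like length, 28.3% hold at least 1 site of the 3p seed. For every read of the 3p arms there were 57.0 reads of the 5p arm in WT mice and 87.9 in transgenic mice.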
